# ATF4 May Be Essential for Adaption of the Ocular Lens to Its Avascular Environment

**DOI:** 10.3390/cells12222636

**Published:** 2023-11-16

**Authors:** Jiawen Xiang, Anthony J. Pompetti, Adam P. Faranda, Yan Wang, Samuel G. Novo, David Wan-Cheng Li, Melinda K. Duncan

**Keywords:** ATF4, CREB-2, lens development, glutathione, amino acids, transporter

## Abstract

**Simple Summary:**

ATF4 is a transcription factor essential for the survival of the avascular lens due to its ability to regulate the expression of genes important for nutrient homeostasis.

**Abstract:**

The late embryonic mouse lens requires the transcription factor ATF4 for its survival although the underlying mechanisms were unknown. Here, RNAseq analysis revealed that E16.5 *Atf4* null mouse lenses downregulate the mRNA levels of lens epithelial markers as well as known markers of late lens fiber cell differentiation. However, a comparison of this list of differentially expressed genes (DEGs) with other known transcriptional regulators of lens development indicated that ATF4 expression is not directly controlled by the previously described lens gene regulatory network. Pathway analysis revealed that the *Atf4* DEG list was enriched in numerous genes involved in nutrient transport, amino acid biosynthesis, and tRNA charging. These changes in gene expression likely result in the observed reductions in lens free amino acid and glutathione levels, which would result in the observed low levels of extractable lens protein, finally leading to perinatal lens disintegration. These data demonstrate that ATF4, via its function in the integrated stress response, is likely to play a crucial role in mediating the adaption of the lens to the avascularity needed to maintain lens transparency.

## 1. Introduction

The mammalian lens is a transparent avascular tissue with a high refractive index that is required for high-resolution vision [1]. This tissue arises from mutually inductive interactions between the head ectoderm and optic vesicle that lead to lens placode induction followed by its invagination to form the lens pit, then the lens vesicle. Cells in the posterior lens vesicle then elongate to produce primary fiber cells, while the anterior cells remain proliferative and generate secondary lens fiber cells through the remainder of the organism’s life span [2]. The ability of the lens to refract light relies on numerous structural and biochemical adaptations including the precise ordering and packing of lens fiber cells [3], the accumulation of high concentrations of crystallin proteins in the lens fiber cell cytoplasm [4,5], the dismantling of light-scattering cell nuclei and organelles as lens fibers complete their differentiation [6,7], and the ability of the lens to survive and grow in the hypoxic and nutrient-poor environment arising from its avascularity [8].

The regulation of early lens development has been intensely studied for decades and key roles for numerous transcription factors including PAX6 [9,10,11], PROX1 [12,13], cMAF [14,15], and FOXE3 [16,17] have been elucidated and placed into a gene regulatory network that controls the development of the early lens from the head ectoderm [2,18]. However, much less is known about the transcriptional regulation of later steps in lens development, including the shifts in the lens fiber cell transcriptome that occur as these cells terminally differentiate [19], and the differences in gene expression profiles seen in lens fibers born at different times during development [20,21,22].

Activating transcription factor 4 (ATF4/Creb2) was first identified by its ability to specifically bind to ATF, CRE, and Tax-responsive enhancer elements in lambda-based genetic screens [23] and was later found to play important roles in mediating diverse cellular stress responses [24,25,26,27]. Mice lacking the *Atf4* gene exhibit reduced perinatal survival due to severe fetal anemia, which arises from reduced fetal liver hematopoiesis [28] while surviving mice exhibit normal adult erythropoiesis although they are infertile with delayed/improper hair growth. Notably though, adult homozygous *Atf4* null mice invariably exhibit severe microphthalmia that arises late in embryonic development due to the degeneration of the lens via P53-mediated apoptosis [29,30]. While this phenotype was first described nearly 25 years ago, the mechanisms by which ATF4 regulates lens cell survival remained a mystery. Here we re-evaluate the phenotype of the *Atf4* null lens and utilize RNA-sequencing and bioinformatics to reveal the molecular mechanisms by which ATF4 regulates the latter stages of fetal lens development.

## 2. Materials and Methods

### 2.1. Animals

All mice were maintained under pathogen-free conditions at the University of Delaware animal facility under a 14 h light/10 h dark cycle. Animals of both sexes were used in these experiments, and no sex-dependent effects were noted, consistent with our prior report [31].

Mice heterozygous for a null mutation in the *Atf4* gene [28] were obtained from Timothy Townes Lab (B6;129-*Atf4^tm1Tow^*) at the University of Alabama at Birmingham on a mixed C57Bl/6/129 genetic background. Note that the colony was not explicitly genotyped for the *Bfsp2* deletion mutation found in the 129 mouse strain [32], so it is possible that the *Atf4* null phenotype reported here is influenced by this naturally occurring mutation although RNAseq analysis suggests that *Bfsp2* mRNA is present in the lenses of these mice. *Atf4* null (ATF4^−/−^) and wildtype littermate embryos were generated by the mating of mice heterozygous for this allele, with the date that the copulatory plug was identified defined as embryonic day(E) 0.5. All genotyping was performed by Transnetyx (Cordova, TN, USA) using probes *Atf4* wt-1 and neomycin.

### 2.2. Lens Diameter Measurement

Lenses were dissected from the eye and immersed in 1× PBS. Bright-field images were taken with a Zeiss Stemi SV 11 Apo Microscope, and lens diameters were determined using ImageJ (1.53k, Wayne Rasband and contributors, National Institutes of Health, USA, http://imagej.nih.gov/ij, Java 1.8.0_172 (64-bit). Average lens diameters were calculated and differences were assessed using the F test and two-tailed Student *t*-test. Data are presented as mean ± SEM, with differences considered significant at *p* ≤ 0.05.

### 2.3. Histological Evaluation

Embryos were dissected and heads fixed in Modified Davidson’s Fixative (Electron Microscopy Sciences, Hatfield, PA, USA, 64133-50) at room temperature overnight, then transferred into 70% ethanol. Fixed samples were paraffin-embedded at the University of Delaware Comparative Anatomy Laboratory and 5 μm sections were stained with hematoxylin and eosin using standard methods.

### 2.4. Immunostaining

Fresh tissue from embryonic mice was embedded in OCT (Tissue-Tek Sakura, Torrance, CA, USA, 4583) and 14 μm cryosections were prepared as previously described [33]. Sections were fixed under conditions specific to each antibody (Supplemental Table S6) and washed 3 times in PBS for 10 min each. Sections were blocked using a solution of 5% normal goat serum (NGS, Jackson ImmunoResearch, West Grove, PA, USA, 005-000-121), 2% bovine serum albumin (BSA, Sigma-Aldrich, St Louis, MO, USA, A2153), and 0.2% Triton X-100 (Sigma-Aldrich, St Louis, MO, USA, T8787) in 1× PBS for 1 h, followed by three 10 min 1× PBS washes. The primary antibody was diluted in blocking buffer as described in Supplemental Table S6, overlaid on the sections, and incubated at 4 °C overnight. Following three 10 min washes with 1× PBS, slides were incubated in secondary antibody solution (5%NGS, 2% BSA, Draq5 (1:2000), 1:200 dilution of appropriate Alexa Fluor-labeled secondary antibody (Thermofisher, Waltham, MA, USA) in 1× PBS with or without the addition of fluorescein-labeled alpha-smooth muscle actin antibody) at room temperature for 1 h. Following three 10 min washes with PBS, slides were coverslipped and imaged on an LSM 780 Zeiss confocal microscope. Immunofluorescence was quantified by measuring mean fluorescence intensity (MFI) in the region of interest using Image J as previously described [34]. The number of animals analyzed in each experiment (biological replicates) is noted in the figure legends (i.e., “*n*”). Data were assessed using an F test and two-tailed Student *t*-test on data generated from a minimum of three biological replicates. Data are presented as mean ± SEM, and differences were considered significant at *p* ≤ 0.05. The confocal imaging of all slides in the same experiment was imaged the same day using the same imaging parameters to allow direct comparison of experimental conditions and reduce variability. While quantification was performed on native images to ensure that signals were in the linear range, in some cases, brightness and contrast were adjusted post-confocal acquisition to create the figures presented here for optimum viewing, but in all cases, identical adjustments were made to images that are intended to be directly compared.

### 2.5. RNA Sequencing and Data Analysis

Lenses were dissected from E16.5 embryos generated from *Atf4*^+/−^ intercross matings, and frozen on dry ice, while the embryos were genotyped as above. RNA was harvested from single pairs of wildtype and *Atf4* null lenses using the RNeasy Mini Kit from Qiagen (Germantown, MD, USA, catalog 74104) and shipped to DNAlink USA (Los Angeles, CA, USA) for library preparation and RNAseq analysis. RNA libraries were prepared using the SMARTer Stranded Total RNA-Seq Kit-Pico Input Mammalian (Takara Bio, Inc., Tokyo, Japan) and sequenced on a NovaSeq 6000 (Illumina, San Diego, CA, USA). The raw fastq files were run through Trim Galore [35] to remove library adapters and low-quality/short reads. Trimmed reads were then aligned to the RN45S rRNA sequence that encodes 28S, 18S, and 5S ribosomal RNAs with HISAT2, and any aligned reads were removed, then the resulting file was processed to create trimmed fastq files suitable for downstream analyses.

The *Mus musculus* GRCm39 Ensembl Release 104 primary assembly gene transfer format (GTF) file was obtained from https://ftp.ensembl.org/pub/release-104/fasta/mus_musculus/dna/ (accessed on 11 June 2021) and splice sites/exons were extracted. A comprehensive annotation table was then constructed by combining a table containing these features [36] with GRCm39 genome annotations obtained from Biomart [37,38]. Trimmed fastq files were aligned to the GRCm39 annotation file and each read assigned to a gene by HTSeq [39], and count files for each aligned gene generated. These primary count files were fed into EdgeR [40,41,42], where TMM normalization was performed and dispersion was estimated using a weighted likelihood empirical Bayes approach. The log2 fold change for each gene was calculated with the exactTest function in edgeR that uses gene-wise exact tests and data were expressed so that positive fold changes represent elevated expression in the Atf4 null lens compared to wildtype littermate controls. The normalized abundance of each transcript in each sample was calculated as fragments per kilobase million (FPKM).

Differentially expressed genes (DEGs) are those whose expression differences between wildtype and control exhibited false discovery rate (FDR)-corrected p values of less than 0.05. This DEG list was then further filtered using criteria previously proposed to identify genes whose expression differences were considered likely to be “biologically significant” [43] to the lens (absolute log fold change greater than 1, an absolute change in FPKM between the two conditions tested greater than 2, and at least one condition with an FPKM greater than 2). Gene enrichment and pathway analysis were performed on the entire list of present genes considering all statistically significant DEGs between the wildtype and Atf4 null lens using Adviata’s iPathway guide package (Ann Arbor, MI, USA).

Cross-experiment comparisons (Table 1) were used to predict whether ATF4 is involved in known biological processes by comparing the overlap between the DEGs detected in the *Atf4* null lens and those detected in other experiments of interest. First, a matrix is created that compares the proportions of non-differentially expressed genes to differentially expressed genes between the two experiments, and a one-sided Fisher’s Exact test would compare the proportions and test for enrichment. The second was to look at the proportion of differentially expressed genes between the experiments that were up-regulated and down-regulated. The top-left quadrant would indicate concordant up-regulation and the bottom-right quadrant would indicate concordant down-regulation. The top-right and bottom-left quadrants would indicate discordant regulation. A two-sided Fisher’s Exact test would compare these proportions and look at whether genes are observed going in a direction more than expected at random.

### 2.6. Lens Protein Determination

Lenses were collected from E16.5 embryos generated from *Atf4*^+/−^ intercross matings, frozen on dry ice, and genotyped as described above. Each pair of lenses from wildtype and Atf4 null embryos was homogenized in 70 μL of RIPA buffer (protease inhibitor 1:100 added) and the supernatant was collected following centrifugation (14,000× *g*, 4 °C, 15 min). Protein concentration was determined by the Pierce BCA assay (Thermo-Fisher Scientific, Waltham, MA, USA) using kit instructions from a standard curve created from 125–2000 μg/mL bovine serum albumen. Protein per lens (μg) was calculated by the protein concentration and lens average volume derived from the average diameter. Data are presented as mean ± SEM and were statistically analyzed by F test and two-tailed Student *t*-test, with differences considered significant at *p* ≤ 0.05.

### 2.7. Glutathione Assays

E16.5 WT and *Atf4* null lenses were collected, and each pair of lenses was homogenized in 120 μL of 2 mM EDTA (in 1× PBS) buffer on ice, and the supernatant collected after centrifuging at 14,000× *g* at 4 °C for 10 min. Glutathione levels were determined following the protocol given in the Promega GSH-Glo Glutathione assay kit (Madison, WI, USA, v6911) and the luminescence signal was measured using a Promega GlowMax plate reader set on the default luminescence protocol. Standard curves were created by diluting a 5 mM standard GSH stock into 0.3125, 0.625, 1.25, 2.5, and 5 μM concentrations to calculate and sample GSH concentrations. The difference between data from WT and *Atf4* nulls was assessed via the F test and two-tailed Student *t*-test. Data are presented as mean ± SEM, and differences were considered significant at *p* ≤ 0.05.

### 2.8. Reactive Oxygen Species Assays

E16.5 lenses were collected and each pair of lenses was immersed in room temperature Medium 199 (Corning, Corning, NY, USA). Each pair of lenses was then transferred into one well of 96-well plates, with 200 μL 7.5 μM dehydrorhodamine 123 (Invitrogen, Carlsbad, CA, USA, D23806) in Media 199. Plates were placed on ice for 30 min, then washed 3 times with cold 1× PBS, and fluorescence detection was performed on a Promega GlowMax plate reader. Data from wildtype and Atf4 null lenses were statistically analyzed using F and two-tailed Student’s *t*-test. Data are presented as mean ± SEM, and differences were considered significant at *p* ≤ 0.05.

### 2.9. Free Amino Acid Detection

E16.5 WT and ATF4^−/−^ lenses were collected, and each pair of lenses was homogenized in 40 μL of 100 mM ammonium acetate, with 200 μM Ala isotope (L-Ala-1-^13^C, Sigma-Aldrich, 489867) added as an internal standard, then centrifuged at 14,000× *g* at 4 °C for 15 min. The supernatant was collected, and then 120 μL of 0.2% formic acid in acetonitrile was added to each tube. The solution was placed on ice for 1 min, vortexed for 1 min, then centrifuged at 14,000× *g* at 4 °C for 15 min, and the supernatant was used for amino acid determination. LC-MS/MS analysis was performed by the University of Delaware Mass Spectrometry Core Facility using a Q-Exactive Orbitrap interfaced with Ultimate 3000 LC system (Thermo Fisher Scientific). Chromatographic separation was achieved using an Intrada amino acid column (3 µm, 3 × 50 mm column), with mobile phase A consisting of 100 mM ammonium formate and mobile phase B consisting of acetonitrile containing 0.1% formic acid. Sample elution was performed using a gradient starting at 8% mobile phase A/92% mobile phase B for 3 min, then increasing to 70% mobile phase A/30% mobile phase B for 12 min, with a column temperature of 35 °C and a flow rate of 0.6 mL/min. Acquisition of MS data scans (50–750 *m*/*z*) was performed using a data-dependent top 5 method, dynamically selecting the most abundant precursor ions from the survey scan for high-energy collision-induced dissociation (HCD) fragmentation using a stepped normalized collision energy of 25, 30, and 35 eV. Raw LC-MS data were analyzed by Xcalibur software (Thermofisher version 4.5), and amino acid concentrations were determined by comparisons with a standard amino acid mix diluted into 0.1, 1, 2, 5, and 10 μM concentrations to create a standard curve. The amino acid amount per lens was then calculated for each sample and statistically assessed using the F test and two-tailed Student’s *t*-test. Data are presented as mean ± SEM, and differences were considered significant at *p* ≤ 0.05.

## 3. Results

The first studies on ATF4 function in lens development reported that *Atf4* deletion led to morphological abnormalities in the lens starting in late embryonic development, with total disintegration of the lens seen by birth due to epithelial and/or fiber cell apoptosis [29,30]. While these investigations revealed that ATF4 is important for lens development and/or its homeostasis, the mechanisms by which ATF4 regulates these processes were unknown. In order to re-evaluate these phenotypes, we obtained a different *Atf4* null allele (*Atf4^tm1Tow^*) established by replacing exon 3 and 4 of the *Atf4* gene, with a neomycin phosphotransferase cassette [28] (Figure 1A).

### 3.1. ATF4 Is Required for Lens Epithelial Cell Proliferation and Survival during Late Embryonic Development

As previously described, mice homozygous for the *Atf4^tm1Tow^* allele exhibit high perinatal lethality [28], and consistent with the prior reports on other *Atf4* null alleles, surviving adult homozygotes lack externally visible eyes [28] (Figure 1B, arrows) while the remaining eye remnant lacks lens material [29]. Hematoxylin and eosin staining revealed that *Atf4^tm1Tow^* null lenses were typically grossly normal at E14.5 (Supplemental Figure S1), but by E16.5, *Atf4^tm1Tow^* null lenses are significantly smaller than normal (Figure 1C–E) with vacuoles apparent in central lens fibers (Figure 1C).

Staining of *Atf4^tm1Tow^* null lenses for KI-67, a marker of cell proliferation [45], revealed that over 50% of wildtype E16.5 LECs were active in the cell cycle, while fewer than 20% of mutant LECs were proliferating (Figure 1F,G). As apoptosis was previously reported to drive lens loss in *Atf4* null mice, we stained E16.5 wildtype and *Atf4^tm1Tow^* null lenses for cleaved-Caspase3 (c-CASP3), an apoptosis marker in the lens [46]. While, as expected, wildtype lenses had no apparent c-CASP3 staining, the germinative zone lens epithelium of *Atf4^tm1Tow^* null lenses exhibited patchy regions of c-CASP3 positivity (Figure 1H,I). Overall, the terminal lens phenotype of *Atf4^tm1Tow^* null lenses (loss of lens material after birth) was similar to the lens phenotype of the two previously described alleles [29,30]. However, the loss of lens material from *Atf4^tm1Tow^* homozygotes appears slightly delayed compared to that reported by Hettmann et al. [29]. These data suggest that ATF4 is required for LEC proliferation and survival in the late embryonic mouse lens.

### 3.2. Unfolded Protein Response Markers Are Only Modestly Affected in the Atf4 Null Lens

The unfolded protein response (UPR) allows cells to calibrate the folding capacity of the endoplasmic reticulum to the flux of newly produced secreted/membrane proteins, while its chronic activation leads to cell dysfunction leading to apoptosis [47]. Notably, numerous components of the UPR pathway are modestly activated in the developing lens [48] while chronic UPR can lead to cataract [49,50,51]. As ATF4 is a known UPR regulator [52], we investigated whether E16.5 *Atf4^tm1Tow^* null lenses have a defect in UPR during lens development. BIP/*grp78* is an endoplasmic reticulum chaperone whose expression typically upregulates during UPR [53]. As previously shown, BIP levels are highest in the lens epithelium and newly elongating fiber cells in wildtype lenses [48], while they are modestly attenuated in E16.5 *Atf4^tm1Tow^* null lenses (Supplemental Figure S2A,B). Similarly, the protein levels of neither CHOP/*Ddit3*, an ATF4 target, [54] nor XBP1 whose protein is selectively produced when the IRE1 UPR signaling pathway is activated [55] were significantly altered in E16.5 *Atf4^tm1Tow^* null lenses (Supplemental Figure S2A,C,D). However, the protein levels of eIF2α, a translational regulator that selectively synthesizes UPR pathway proteins, were modestly elevated in E16.5 *Atf4^tm1Tow^* null equatorial lens epithelium (Figure 2B,D).

### 3.3. RNAseq Revealed That ATF4 Regulates a Subset of the Lens Transcriptome

Although *Atf4^tm1Tow^* null lenses exhibit modest changes in UPR response pathways, the genes that ATF4 regulates in the lens were still obscure. Thus, we performed RNAseq on lenses isolated from E16.5 *Atf4^tm1Tow^* null embryos and their wildtype littermates to gain an unbiased insight into the potential function of ATF4 in the lens. 

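RNA from single pairs of lenses of 4 *Atf4* null and 5 wildtype E16.5 embryos was sequenced, with 1 library per embryo. The authors removed reads that aligned to the RN45S ribosomal RNA sequence, aligned the rest to GRCm39 and assigned them to Ensembl genes with HTSeq. The deposited values are whole counts per gene without normalization, with 5 summary entries that name no gene. Those entries held between 44.6% and 47.7% of the reads of a library. Reads with more than 1 alignment and reads over more than 1 gene were not counted, so the values of near-identical genes such as the γ-crystallins and the Gstm family rest on the reads that differ between them. The methods do not give the strand setting of the counting. Between 8409779 and 8906996 counts per wildtype library lay on genes, with a median of 8555568, and between 7440807 and 8696699 per *Atf4* null library, with a median of 8254709.5. The annotation used here, GENCODE vM39, is of the same genome build and later than the authors' Ensembl release. It gives a symbol to 54749 of the 55416 genes counted, and the genes without one held 0.033% of the counts. Counts were scaled with edgeR's TMM factors and are given as CPM, and genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no covariate. The genotype labels were checked against *Atf4* itself, whose CPM lay between 119 and 155 in the wildtype libraries and between 0.582 and 10.6 in the *Atf4* null libraries. Genes of a skeletal muscle list and a mesenchyme list took 2.64% of the counts of wildtype replicate 5, against 0.035% to 0.0839% in the other 8 libraries, and a median lens fiber gene stood at 0.57 of its level in the other wildtype libraries. For the 5 wildtype samples, the library named in the sample title differs from the one named with its counts. Both are wildtype, and the replicate numbers used here follow the titles and are uncertain within that genotype. Wildtype replicate 5 was kept in the main comparisons, and each library was also left out in turn.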

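The filterByExpr function of edgeR kept 14903 of the 55416 genes for testing. Between 17783 and 20810 genes had at least 1 count in a library, and the lowest and the highest number were those of *Atf4* null replicate 4 and wildtype replicate 5. Without the filter, 27563 genes had a count in at least 1 of the 9 libraries.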

Consistent with other studies [12,56], both wildtype and *Atf4^tm1Tow^* null lenses express approximately 15,000 genes at sufficient abundance to pass the “filter by expression” threshold set in EdgeR [40,41,42]. Of these, 983 genes were differentially expressed based on FDR-corrected *p* value, with 368 genes upregulated and 615 genes downregulated (Supplemental Figure S3A, Supplemental Table S1). 

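Of the 14903 genes tested, 880 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 333 were higher and 547 lower in *Atf4* null lenses. For 787 of the 880 genes, the CPM of the 4 *Atf4* null and the 5 wildtype libraries did not overlap. This held for 10.2% of all genes tested, against the 1.59% that chance gives for 4 libraries and 5. Of the alternatives, a test against an absolute log2 fold change of 0.5 (glmTreat) moved the count most, to 235 genes. The 1 library with the largest effect was *Atf4* null replicate 2, without which 527 genes passed. When libraries were scaled by their size alone, the median log2 fold change over all genes rose from 0.001 to 0.125 and 64.3% of the 1229 genes called were higher in *Atf4* null lenses, against 37.8% with TMM factors. By the fitted log2 fold change, the 5 largest falls among genes without overlap between the groups were those of *Dcst1*, *Ceacam10*, *Tmprss11e*, *Atf4* and *Emilin3*, though for genes with at most 3 counts in each library of a group only a lower bound is known. *Dcst1* (ENSMUSG00000042672, chromosome 3 from 89257526 to 89272560 on the minus strand) had no counts in the 4 *Atf4* null libraries and was at least 17.6-fold lower than in wildtype, at 6.37 ± 4.3 CPM (SD, n = 5). *Ceacam10* was at least 20.9-fold lower. *Tmprss11e*, *Atf4* and *Emilin3* had log2 fold changes of -5.14, -4.55 and -4.44. Chosen in the same way, the 5 rises were those of *Tph1*, *Ano3*, *Eda2r*, *Krt19* and *Cdkn1a*. *Tph1* (ENSMUSG00000040046, chromosome 7 from 46294065 to 46321965 on the minus strand) had no counts in the 5 wildtype libraries and CPM of 1.89, 3.36, 8.99 and 32.3 in the *Atf4* null libraries, at least 32.2-fold higher. This bound is for the mean of 11.6 CPM, to which *Atf4* null replicate 4 contributed most, and would be lower without that library. *Ano3* was at least 21.4-fold higher. *Eda2r*, *Krt19* and *Cdkn1a* rose with log2 fold changes of 4.44, 4.41 and 3.95. With each library left out in turn, these ran from 4.13 to 6.43, from 4.04 to 5.46 and from 3.77 to 4.74. Wildtype replicate 5 had the highest wildtype CPM of each, at 2.57, 2.14 and 8.78.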

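FPKM were computed from the TMM-scaled counts and the summed exon length of each gene in GENCODE vM39. With the paper's filter, an absolute log2 fold change above 1, an absolute difference in mean FPKM above 2 and a mean above 2 FPKM in at least 1 genotype, 328 genes remained, 94 higher and 234 lower in *Atf4* null lenses. Each of the 328 is listed among the paper's 418 genes in Supplemental Table S1, and 367 of the 418 had an adjusted p below 0.05 before the filter (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 library at a time gave between 275 genes, without wildtype replicate 3, and 405 genes, without wildtype replicate 5.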

Filtering this list further using criteria that we previously proposed to robustly identify genes whose differential expression was likely to have biological significance (absolute fold change > 2, expression in at least one condition greater than 2 FPKM) [43] resulted in a list of 418 genes of potential interest representing 125 upregulated and 293 downregulated genes, including *Atf4* itself (Supplemental Table S1). While some *Atf4* mRNA was still detected in *Atf4^tm1Tow^* null lenses, mapping of these transcripts to the mouse genome revealed that these reads solely represented residual transcription of the non-coding exons 1 and 2 and the intervening intron that is included in some *Atf4* splice variants (Supplemental Figure S3B). 

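*Atf4* (ENSMUSG00000042406) lies on chromosome 15 from 80139372 to 80141745 on the plus strand. Its transcripts stood at 138 ± 13.8 CPM (SD, n = 5) in wildtype and 5.79 ± 4.65 CPM (SD, n = 4) in *Atf4* null lenses. The log2 fold change was -4.55 (standard error 0.47, adjusted p = 9.75e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 2 groups did not overlap (exact permutation test, two-sided, p = 0.0079, the smallest p that 4 libraries against 5 allow). The CPM of *Atf4* null replicates 1 to 4 were 3.29, 8.64, 10.6 and 0.582. Over the alternatives that gave a value, the log2 fold change of *Atf4* lay between -5.02 and -4.20. The deposited values are counts per gene, so they do not place these reads in exons or introns.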

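*Mief1* (ENSMUSG00000022412, chromosome 15 from 80118149 to 80138322 on the plus strand) ends upstream of *Atf4*, and *Rps19bp1* (ENSMUSG00000051518, chromosome 15 from 80144816 to 80148523 on the minus strand) lies downstream of it. *Mief1* stood at 38.2 ± 3.43 CPM (SD, n = 5) in wildtype and 38.2 ± 4.25 CPM (SD, n = 4) in *Atf4* null lenses, a log2 fold change of 0.00 (standard error 0.15, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which lay between -0.06 and 0.13 over the alternatives. *Rps19bp1* stood at 23.3 ± 6.1 CPM (SD, n = 5) in wildtype and 10.6 ± 3.89 CPM (SD, n = 4) in *Atf4* null lenses. This difference was larger than the spread between replicates (log2 fold change -1.13, standard error 0.28, adjusted p = 0.0287 from the same test), and the groups did not overlap (exact permutation test, two-sided, p = 0.0079). Of 18 alternatives, 12 kept *Rps19bp1* below the threshold of 0.05, and the adjusted p of edgeR and DESeq2 ranged from 0.0035 to 0.088. Of the 234 tested genes within 10 Mb of *Atf4*, 8.55% were differentially expressed, against 5.86% of the other genes (Fisher's exact test, two-sided, p = 0.092).

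**Figure D1:**
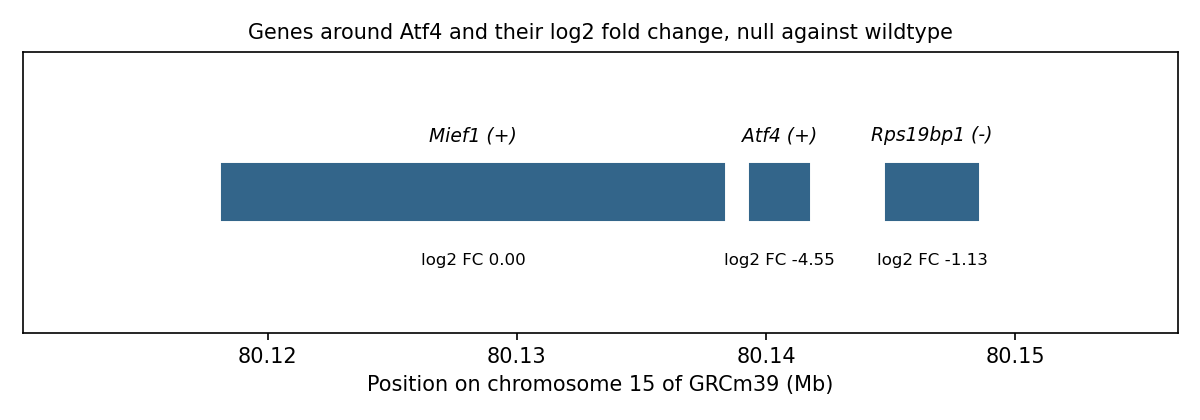
Position and strand of *Mief1*, *Atf4* and *Rps19bp1* on chromosome 15, with the log2 fold change of each, *Atf4* null against wildtype lenses. The log2 fold change is 0.00 for *Mief1*, -4.55 for *Atf4* and -1.13 for *Rps19bp1*.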

The deletion of the *Atf4* coding sequences in this mutant did not affect the expression of its upstream gene, *Mief1*, although the gene immediately downstream of the *Atf4* locus, *rps19bp1* that encodes AROS, a suppressor of P53 activity [57], was 2-fold downregulated, which may drive part of the P53-mediated apoptosis seen in the lens of *Atf4* null mice [29]. These data have been deposited in the Gene Expression Omnibus under accession number GSE206760.

### 3.4. Atf4 Null Lens Epithelial Cells Downregulate Known Lens Epithelial Markers While Upregulating α-SMA Expression

Inspection of the DEG list revealed that the mRNA levels of *FoxE3* [16] and E-cadherin/*Cdh1* [58], which are known regulators of the lens epithelial phenotype, were downregulated in the *Atf4* null lens (see Table 2, Supplemental Table S1). 

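*Foxe3* (ENSMUSG00000044518, chromosome 4 from 114782344 to 114783210 on the minus strand) stood at 122 ± 33.1 CPM (SD, n = 5) in wildtype and 25.9 ± 14.5 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -2.23, standard error 0.38, adjusted p = 0.00347 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdh1* (ENSMUSG00000000303, chromosome 8 from 107329941 to 107396880 on the plus strand) stood at 178 ± 29.2 CPM (SD, n = 5) in wildtype and 13.9 ± 6.42 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -3.68, standard error 0.30, adjusted p = 2.2e-05 from the same test). For both genes, every *Atf4* null library was lower than every wildtype library (exact permutation test, two-sided, p = 0.0079). The log2 fold change lay between -2.54 and -1.92 for *Foxe3* and between -3.93 and -3.40 for *Cdh1* over 18 alternatives. On a list of 12 lens epithelium genes, 10 were lower in *Atf4* null lenses, 7 of them with an adjusted p below 0.05, and the median log2 fold change was -0.73. Adjusted over the list alone, 7 genes passed. With libraries scaled by size alone, 9 of the 12 were lower.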

Immunostaining for FOXE3 (Figure 3A,D) and E-cadherin (Figure 3B,E) protein revealed that these reduced mRNA levels resulted in significant reductions in their protein expression in the E16.5 *Atf4* null lens. Meanwhile, α-smooth muscle actin (α-SMA) expression, which is often considered as a diagnostic marker of lens EMT [59,60], increased in E16.5 *Atf4* null lenses at both the mRNA (Supplemental Table S1) and protein (Figure 3C,F) levels. However, the upregulation of αSMA expression in the *Atf4* null lens appears to not indicate bona fide fibrotic transformation of the lens epithelium as the mRNA levels of other classic markers of LEC fibrosis such as tenascin C, fibronectin, and collagen I [61] are not significantly differentially expressed in *Atf4* null lenses (not shown, Supplemental Table S1).

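*Acta2* (ENSMUSG00000035783, chromosome 19 from 34217737 to 34232990 on the minus strand), which encodes α-SMA, stood at 16.2 ± 26.8 CPM (SD, n = 5) in wildtype and 149 ± 71 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change 3.18, standard error 0.79, adjusted p = 0.0311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CPM of the *Atf4* null replicates were 79.7, 112, 162 and 243, and those of wildtype replicates 1 to 4 were 2.44, 2.72, 6.18 and 5.82. Wildtype replicate 5, whose library holds muscle and connective tissue transcripts, stood at 64. Without it, the log2 fold change of *Acta2* was 5.12 with an adjusted p of 3.9e-07, and over the 18 alternatives the adjusted p of edgeR and DESeq2 ranged from 2.6e-07 to 0.16 and passed the threshold in 10.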

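Of *Tnc*, *Fn1*, *Col1a1* and *Col1a2*, 0 had an adjusted p below 0.05 in the comparison of all 9 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 had an unadjusted p below 0.05. *Col1a1* (ENSMUSG00000001506, chromosome 11 from 94827050 to 94843868 on the plus strand) had CPM of 145, 146, 93.6 and 116 in the *Atf4* null libraries and of 8.99, 20.4, 17.3, 29.1 and 6600 in wildtype replicates 1 to 5 (log2 fold change -3.42, standard error 1.68, adjusted p = 0.289 from edgeR's quasi-likelihood test). Without wildtype replicate 5, its log2 fold change was 2.73 with an adjusted p of 6.9e-06, against a range of 6.9e-06 to 0.6 over 17 alternatives, so 1 library decides both its direction and its side of the threshold. The same held for *Col1a2*, whose log2 fold change went from -3.00 with all libraries to 2.52 without that library, where its adjusted p was 3.7e-05 (edgeR; 3.7e-05 to 0.64 over 17 alternatives). *Fn1* (-1.52) and *Tnc* (-1.34) also changed sign, to 0.53 and 2.49, but neither passed the threshold in any alternative, with adjusted p of edgeR and DESeq2 of 0.064 to 0.55 and 0.064 to 0.78. At 0.257 to 1.6 CPM in wildtype replicates 1 to 4 and 1.44 to 8.3 CPM in the *Atf4* null libraries, *Tnc* had few counts.

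**Figure D2:**
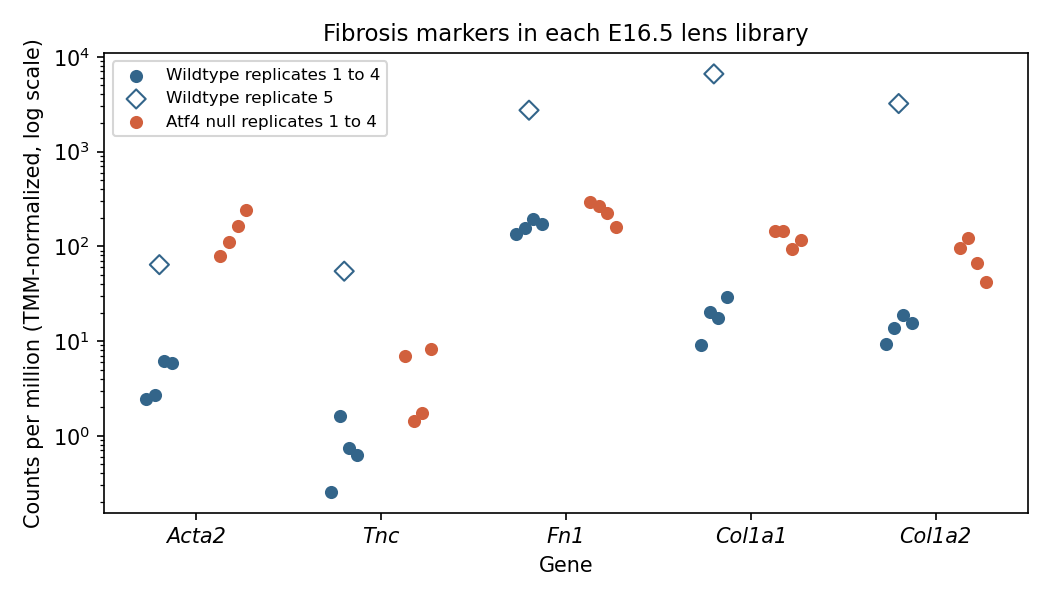
CPM of *Acta2*, *Tnc*, *Fn1*, *Col1a1* and *Col1a2* in each wildtype and *Atf4* null library on a logarithmic axis, with wildtype replicate 5 as an open diamond. *Col1a1* lies between 93.6 and 146 CPM in the null libraries and between 8.99 and 29.1 in wildtype replicates 1 to 4, with replicate 5 at 6600.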

### 3.5. ATF4 Likely Regulates a Portion of the Lens-Preferred Transcriptome Including Markers of Late Fiber Cell Differentiation

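Supplemental Table S2 holds 148 genes with lens-enriched expression that the study found differentially expressed, so it gives no background for a test of enrichment. Of the 148, 134 had an adjusted p below 0.05 in the comparison of all libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without *Atf4* null replicate 2, which lowered the count most, 99 passed.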

Inspection of the differentially expressed genes (DEGs) in the *Atf4* null lens revealed a number of genes with known functions in the ocular lens (Table 2) and comparison of the *Atf4* null DEGs with the iSyTE database, which evaluates genes for their enriched expression in the lens [69,70], revealed that 148 of the *Atf4* null DEGs exhibit lens-enriched expression in the E16.5 mouse lens (*p* ≤ 1.8 × 10^−65^, Figure 4A, Supplemental Table S2). Notably, 140 of these lens-enriched genes were downregulated in the *Atf4* null lens, and iPathway guide analysis [71] revealed that the *Atf4* null DEGs were significantly over-represented in lens structural constituents (Figure 4B, *p* ≤ 5.8 × 10^−4^). 

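Of the 134 lens-enriched genes that passed the threshold, 127 were lower and 7 higher in *Atf4* null lenses. The crystallins took between 13.4% and 14.0% of the counts in wildtype replicates 1 to 4, 8.59% in wildtype replicate 5 and between 6.59% and 12.6% in the *Atf4* null libraries. Their 16 genes were each lower in *Atf4* null lenses, with TMM factors, with DESeq2's size factors, with library size alone and with factors computed without the crystallins. The median log2 fold change was -0.92 (adjusted p = 1e-13 from limma's camera test with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 10 gene sets). The set kept an adjusted p below 0.05 in limma's fry test, at 0.019, but not with a correlation estimated from the data, at 0.11, which was the alternative that moved it most in a range of 1.8e-24 to 0.11. In 8 of 100 splits of the 9 libraries into 4 and 5, the real one included, its camera p was as small. For the 10 sets together, 7 passed in camera, the same 7 in fry and 5 of them with an estimated correlation. The 2 that were lost are the crystallins and the cytosolic tRNA synthetases. Of the 16 crystallin genes, 9 had an adjusted p below 0.05, and 12 when adjusted over the list alone. *Crygn* (ENSMUSG00000038135, chromosome 5 from 24956001 to 24963006 on the minus strand) stood at 1770 ± 393 CPM (SD, n = 5) in wildtype and 283 ± 69.6 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -2.65, standard error 0.22, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest log2 fold change was that of *Crybb1*, at -0.20. The γ-crystallin genes on chromosome 1 share much of their sequence, and reads that fitted more than 1 of them were not counted. *Bfsp1* (ENSMUSG00000027420), which encodes the beaded filament protein filensin, stood at 6990 ± 1520 CPM (SD, n = 5) in wildtype and 2615 ± 1060 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -1.42, standard error 0.25, adjusted p = 0.00417 from the same test). Of the 15 genes of Table 2, 14 had an adjusted p below 0.05 and were lower. *Hopx* was the exception (log2 fold change -1.06, standard error 0.31, adjusted p = 0.0621 from edgeR). Of the 10 genes of Fig. 4B, 10 passed.

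**Figure D3:**
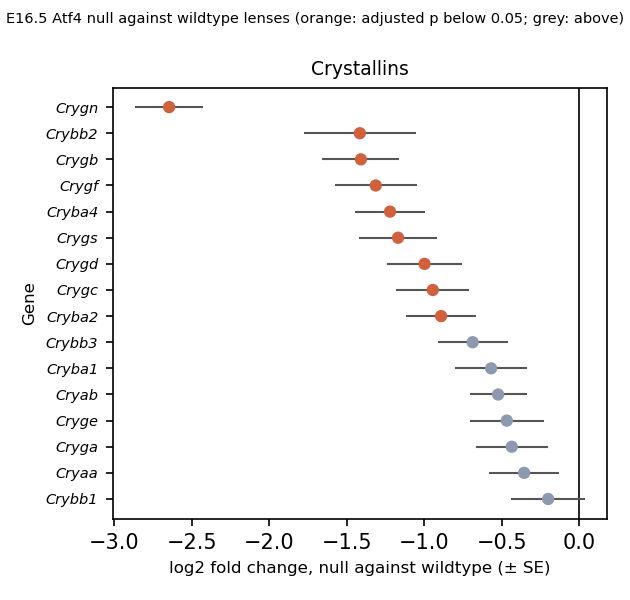
Log2 fold change with its standard error for each of the 16 crystallin genes, *Atf4* null against wildtype lenses, with orange points for an adjusted p below 0.05. The 16 points lie between -2.65 and -0.20, to the left of the line at 0 with each of the 4 scalings of the libraries.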

Comparison of the E16.5 *Atf4* null DEGs with DEGs detected in lenses lacking the transcription factor Prox1, which is a key regulator of lens fiber cell differentiation [12], revealed that over 250 genes were downregulated in both mutants (Figure 4C, Table 1, Supplemental Table S3; *p* ≤ 3.6 × 10^−8^) suggesting that ATF4, like Prox1, may regulate the expression of genes important for lens function. 

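Supplemental Table S3 lists genes that the study found differentially expressed in both the *Atf4* null and the *Prox1* null lens, with their fold change in each. Of them, 398 had an adjusted p below 0.05 in the *Atf4* null comparison made here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 233 were lower in both mutants and 56 higher in both. A further 54 were higher in *Atf4* null and lower in *Prox1* null lenses, and 55 were the opposite (odds ratio 4.37, Fisher's exact test, two-sided, p = 9.2e-10). The odds ratio moved most without *Atf4* null replicate 4, to 10.3, and was lowest without *Atf4* null replicate 1, at 3.08.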

As the *Atf4* null lenses form normally, then disintegrate in late embryonic lens development, we then compared the *Atf4* null DEGs with a list of genes that change expression in the mouse lens between E13.5 (right after primary lens fiber cell elongation is complete [12]) and E15.5 (near the onset of fiber cell denucleation and directly before the *Atf4* null phenotype is morphologically apparent [56]). This comparison revealed that over 380 genes that normally upregulate in mid-late lens development fail to do so in the *Atf4* null lens, suggesting that *Atf4* may play a key role in the later stages of lens fiber cell terminal differentiation (Figure 4D, Table 1, Supplemental Table S4). 

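Of the genes in Supplemental Table S4, which change between E13.5 and E15.5 and which the study found differentially expressed in the *Atf4* null lens, 563 had an adjusted p below 0.05 here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 340 rise between the stages and were lower in *Atf4* null lenses, and 116 fall between the stages and were higher. A further 70 rise and were higher, and 37 fall and were lower (odds ratio 0.0661, Fisher's exact test, two-sided, p = 1.2e-38). With each library left out in turn, the odds ratio stayed between 0.0275 and 0.0875.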

Consistent with this, known late lens fiber cell markers such as *DnaseIIb* (DNase II beta) [72] and *Birc7* [19] were downregulated in *Atf4* null lenses (Figure 4E). 

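*Dnase2b* (ENSMUSG00000028185, chromosome 3 from 146286738 to 146321351 on the minus strand) stood at 88.4 ± 20.3 CPM (SD, n = 5) in wildtype and 24 ± 9.5 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -1.89, standard error 0.27, adjusted p = 0.00115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Birc7* (ENSMUSG00000038840, chromosome 2 from 180570332 to 180575803 on the plus strand) stood at 28.3 ± 7.95 CPM (SD, n = 5) in wildtype and 8.2 ± 3.99 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -1.80, standard error 0.34, adjusted p = 0.00699 from the same test). Neither gene had an overlap between the groups (exact permutation test, two-sided, p = 0.0079), and both passed the threshold in each of 18 alternatives.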

Next, we compared the DEGs found in the *Atf4* null lens with those observed in lenses null for *Hsf4*, which encodes a transcription factor important for late lens function [73] (Table 1). Interestingly, while 86 genes were differentially regulated in both *Atf4* and *Hsf4* null lenses (*p* ≤ 1 × 10^−23^), there was not a significant correlation between the direction of their differential regulation (*p* = 0.31, not shown). Overall, these data show that ATF4 is an important player in the gene regulatory network (GRN) controlling the latter stages of embryonic lens development even though it appears to not be directly regulated by other known lens GRN components.

### 3.6. The Atf4 Null Lens Has Reduced mRNA Levels of Many Genes Regulating Amino Acid Metabolism and Reduced Free Amino Acid Pools

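A list of 20 genes of amino acid biosynthesis had a median log2 fold change of -0.63 in *Atf4* null lenses, with 12 genes lower and 8 higher (adjusted p = 5.2e-04 from limma's camera test over 10 gene sets). Its camera p was as small in 3 of 100 splits of the libraries. Of the 20 genes, 7 were lower with an adjusted p below 0.05 and 9 when adjusted over the list alone, and 0 were higher by either count, as also at an unadjusted p below 0.05. The genes called were *Aldh18a1*, *Asns*, *Ass1*, *Oat*, *Phgdh*, *Psat1* and *Pycr1*. *Phgdh* (ENSMUSG00000053398, chromosome 3 from 98220484 to 98255047 on the minus strand), the enzyme of the first step from glycolysis to serine, stood at 106 ± 23.5 CPM (SD, n = 5) in wildtype and 33.1 ± 9.67 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -1.68, standard error 0.22, adjusted p = 0.000653 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pycr1*, with 10.9 CPM in wildtype, had the largest fall (log2 fold change -2.10, standard error 0.53, adjusted p = 0.0326 from the same test), and its adjusted p ranged from 0.0013 to 0.091 over 17 alternatives.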

iPathway guide impact analysis [71] of the *Atf4* null gene list revealed that the DEGs are enriched in genes regulating amino acid biosynthesis (*p* ≤ 7.8 × 10^−6^; Figure 5A). 

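Of 26 amino acid transporter genes tested, 16 were lower in *Atf4* null lenses, and 14 with libraries scaled by size alone. The median log2 fold change was -0.29 (adjusted p = 0.0068 from limma's camera test, as small in 1 of 100 splits). Adjusted over all genes, 6 transporters were lower and 1 higher, and adjusted over the list alone, 8 were lower and 2 higher. The largest fall was that of *Slc7a11* (ENSMUSG00000027737, chromosome 3 from 49846975 to 50398070 on the minus strand), which imports cystine, from 80.3 ± 15.9 CPM (SD, n = 5) to 23.4 ± 6.83 CPM (SD, n = 4; log2 fold change -1.78, standard error 0.22, adjusted p = 0.000377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc1a4*, *Slc38a3*, *Slc7a1*, *Slc7a8* and *Slc7a2* fell with log2 fold changes from -1.44 to -1.01. *Slc6a6*, a taurine transporter, was higher (log2 fold change 0.98, standard error 0.14, adjusted p = 0.0011 from the same test). Of the 20 cytosolic tRNA synthetase genes, 14 were lower, and 12 with libraries scaled by size alone, with a median log2 fold change of -0.27 (adjusted p = 6.3e-05 in camera, 0.029 in fry and 0.26 with an estimated correlation, the highest of 18 alternatives that began at 1.4e-06). In 13 of the 100 splits the camera p of this set was as small. *Aars1*, *Iars1*, *Mars1*, *Nars1*, *Tars1* and *Yars1* were lower with an adjusted p below 0.05, with log2 fold changes from -1.27 to -0.70. Adjusted over the list alone, 8 were lower and 1 higher. Of the 17 mitochondrial tRNA synthetase genes, 0 passed the threshold, and 1 had an unadjusted p below 0.05. Their median log2 fold change was -0.02, and 0.10 with library size alone (adjusted p = 0.87 in camera).

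**Figure D4:**
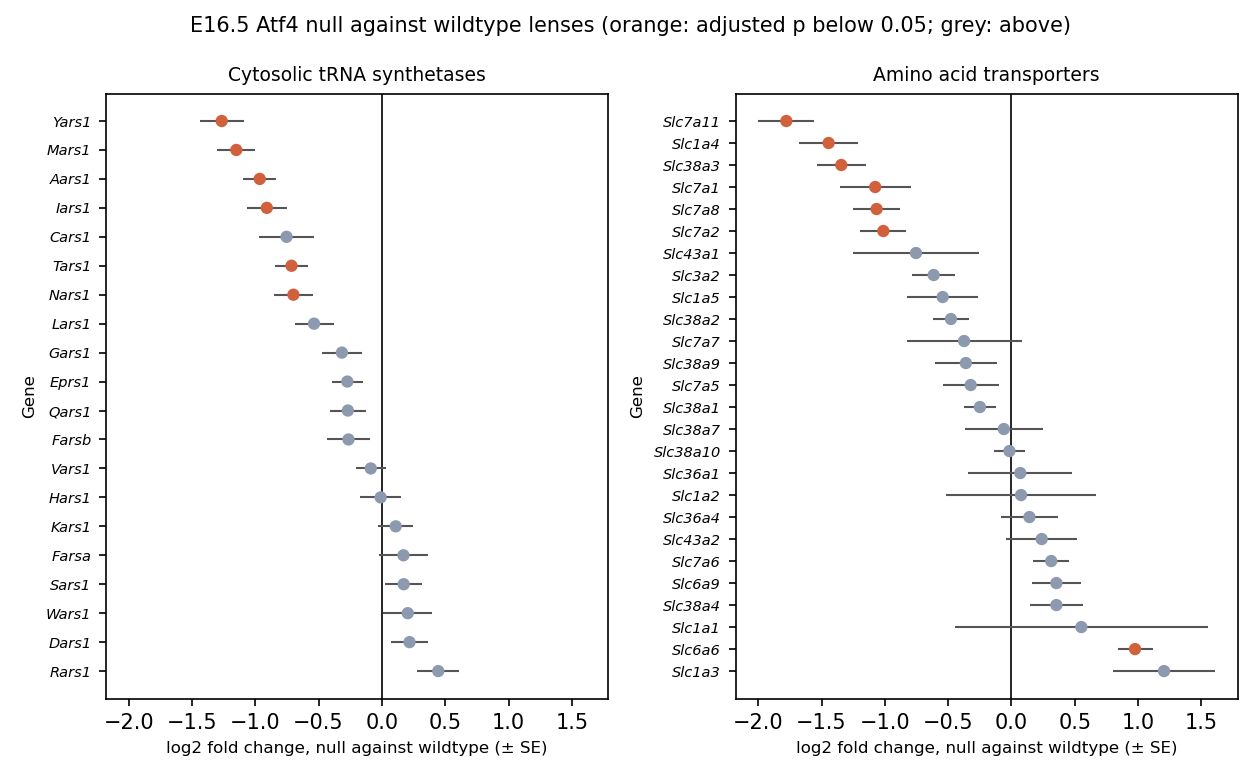
Log2 fold change with its standard error for tRNA synthetase and amino acid transporter genes, *Atf4* null against wildtype lenses, with orange points for an adjusted p below 0.05. *Slc7a11* has the largest fall of the transporters called, at -1.78, and *Yars1* of the synthetases called, at -1.27.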

There is also an enrichment in genes mapping to the KEGG pathway amino acid metabolism (*p* ≤ 0.02, not shown), and these included genes known to be involved in amino acid transport by cells (Figure 5B) and tRNA charging (Figure 5C). 

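Supplemental Table S5 lists 148 genes that the study found differentially expressed and that have ATF4 binding near their start in other mouse cells. Here 129 of them had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 83 lower and 46 higher in *Atf4* null lenses. The count fell most, to 78, without *Atf4* null replicate 2. The binding data themselves were not used here.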

Notably, ATF4 binding to genes encoding nutrient transporters and amino-acyl tRNA synthases has been described previously in the literature [74,75], while mining of Chip atlas [76] for the ATF4-binding sites found in the mouse genome revealed that 148 of the differentially expressed genes in the *Atf4* null lens, including nutrient transporters and amino-acyl t-RNA synthases, bind ATF4 within 1 kB of their transcriptional start site in mouse cells (see Supplemental Table S5). This suggests that ATF4 is a direct regulator of genes important for nutrient transport in the avascular lens.

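*Slc3a2* (ENSMUSG00000010095, chromosome 19 from 8684245 to 8701108 on the minus strand) stood at 56.2 ± 11.7 FPKM (SD, n = 5) in wildtype and 36.7 ± 6.34 FPKM (SD, n = 4) in *Atf4* null lenses. The difference did not pass the threshold (log2 fold change -0.61, standard error 0.17, adjusted p = 0.0545 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (exact permutation test, two-sided, p = 0.032). Over 18 alternatives the log2 fold change lay between -0.74 and -0.49, and the adjusted p lay below 0.05 in 8 of them. Without wildtype replicate 5 it was 0.0029, in a range of 0.0029 to 0.14.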

Immunostaining for SLC3A2, an amino acid transporter whose mRNA is abundant in the wildtype lens (74 FPKM) but 1.5-fold downregulated in the *Atf4* null lens, revealed that it is broadly distributed in both lens epithelial and fiber cells of the wildtype lens while both expression domains are downregulated in the E16.5 *Atf4* null lens (Figure 5D,F). Consistent with the reduced expression of genes that regulate cellular amino acid concentration, LC-MS analysis of 16 different amino acids found that *Atf4* null lenses have significantly decreased levels of free Ala, Arg, Glu, Gly, Ile/Leu, Lys, Met, Phe, Pro, Thr, Tyr, and Val (Figure 6). 

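*Mars1* (ENSMUSG00000040354, chromosome 10 from 127128344 to 127147776 on the minus strand) stood at 83.1 ± 14.8 CPM (SD, n = 5) in wildtype and 37.5 ± 2.45 CPM (SD, n = 4) in *Atf4* null lenses. Every *Atf4* null library was lower than every wildtype library (log2 fold change -1.15, standard error 0.15, adjusted p = 0.000572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 fold change lay between -1.22 and -1.02 over the alternatives. The annotated ends of *Mars1* and *Ddit3* overlap on opposite strands, and whether reads over both genes were counted depends on the strand setting, which the methods do not give.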

Immunostaining for MARS1, which regulates methionine charging to its cognate tRNA [77], revealed that its expression is epithelial-preferred in the wildtype lens, while its levels were decreased in E16.5 *Atf4* null lenses (Figure 5E,G) consistent with the observed 2-fold decrease in its mRNA levels. As expected from these changes in gene expression, *Atf4* null lenses exhibited a 60% reduction in extractable protein compared to wildtype controls (Figure 5H). These data further support the idea that *Atf4* is important for regulating amino acid and protein metabolism in the lens.

### 3.7. Aft4 Null Lenses Have Reduced Levels of Several Glutathione Pathway Genes and Free Glutathione

Lenses not only require abundant pools of free amino acids to produce the high concentrations of protein needed for their high refractive index but also require high concentrations of the tripeptide glutathione as it is critical to protect long-lived lens proteins from oxidative damage [78]. Notably, iPathway guide analysis revealed that the mRNA encoding several proteins important for glutathione metabolism (Figure 7A; *p* ≤ 0.003) were downregulated in the *Atf4* null lenses. Of these, glutathione peroxidase 1 (*Gpx1*), an enzyme important for long-term lens transparency that utilizes glutathione to detoxify hydrogen peroxide [79], is abundantly expressed at the mRNA level (175FPKM) in the wildtype embryonic lens, and this decreases 46% in the E16.5 *Atf4* null lens (94 FPKM). 

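Of 34 glutathione metabolism genes tested, 28 were lower in *Atf4* null lenses, and 25 with libraries scaled by size alone. The median log2 fold change was -0.36 (adjusted p = 3.8e-05 from limma's camera test, which was as small in 2 of 100 splits). Of these, 9 were lower and 1 higher with an adjusted p below 0.05, and 10 and 1 when adjusted over the list alone. *Gstm1* (ENSMUSG00000058135, chromosome 3 from 107919380 to 107925380 on the minus strand) fell from 89.1 ± 25.2 CPM (SD, n = 5) in wildtype to 14.8 ± 3.04 CPM (SD, n = 4; log2 fold change -2.59, standard error 0.23, adjusted p = 3.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gstm6* and *Gstm7* fell by 2.29 and 1.64 on the log2 scale. The Gstm genes lie side by side on chromosome 3 with similar sequences, and reads that fitted more than 1 of them were not counted. The other genes called lower were *Ggct*, *Gpx1*, *Gpx4*, *Idh1*, *Idh2* and *Pgd*. *Gsr*, which reduces oxidized glutathione, was higher (log2 fold change 0.75, standard error 0.19, adjusted p = 0.0341 from the same test). The genes of glutathione synthesis itself did not pass the threshold, with log2 fold changes of -0.14 for *Gclc*, -0.35 for *Gclm* and -0.10 for *Gss*.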

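*Gpx1* (ENSMUSG00000063856, chromosome 9 from 108216102 to 108217546 on the plus strand) stood at 174 ± 34.8 FPKM (SD, n = 5) in wildtype and 93.7 ± 22.3 FPKM (SD, n = 4) in *Atf4* null lenses, a decrease of 46.3% (log2 fold change -0.90, standard error 0.19, adjusted p = 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped in that wildtype replicate 5, at 163 CPM, lay below *Atf4* null replicate 4, at 172 CPM (exact permutation test, two-sided, p = 0.024). *Gpx1* passed the threshold in 17 of 18 alternatives. The exception was the comparison without *Atf4* null replicate 3, where the adjusted p was 0.052 in a range of 0.00016 to 0.052.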

Immunolocalization of Gpx1 revealed that this protein is predominately found in the lens core that is predominately comprised of late differentiating fiber cells at this time point, while these levels were significantly reduced in the *Atf4* null lens (Figure 7B,C). We then investigated total glutathione (GSH) levels in E16.5 lenses and found that the *Atf4* null lens has significantly lower levels of GSH than wildtype (Figure 7D). As GSH is a major scavenger of reactive oxygen in the lens [78], we then assayed both wild type and *Atf4* null lenses for ROS (Figure 7E). While some individual *Atf4* null lenses were found to have elevated levels of ROS, as a population, these differences were not statistically significant.

### 3.8. Atf4 Null Lenses May Have Alterations in Sugar Metabolism Compared to Wildtype

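Of the 19 genes on a list of glycolysis enzymes, 16 were lower in *Atf4* null lenses, and 15 with libraries scaled by size alone. Their median log2 fold change was -0.62 (adjusted p = 8e-10 from limma's camera test, as small in 2 of 100 splits). Of these, 11 were lower and *Eno2* was higher with an adjusted p below 0.05, and 13 were lower when adjusted over the list alone. *Aldoc* (ENSMUSG00000017390, chromosome 11 from 78213619 to 78218889 on the plus strand) had the largest fall, from 73.2 ± 21.4 CPM (SD, n = 5) to 7.5 ± 1.71 CPM (SD, n = 4; log2 fold change -3.29, standard error 0.26, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 10 others were *Aldoa*, *Eno1*, *Eno3*, *Gapdh*, *Gpi1*, *Pfkl*, *Pgam1*, *Pgk1*, *Pkm* and *Tpi1*, with log2 fold changes from -1.33 to -0.58. *Eno2* rose from 9.99 to 27.9 CPM (log2 fold change 1.48, standard error 0.21, adjusted p = 0.00116 from the same test). Of the genes shown in Fig. 8A, 11 were lower and 1 higher with an adjusted p below 0.05, and *Aldh1b1* was not past it (log2 fold change -2.63, standard error 0.86, adjusted p = 0.0969 from edgeR). In Fig. 8B, 11 of 11 genes were lower, and in Fig. 8C, 10 of 10, each with an adjusted p below 0.05.

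**Figure D5:**
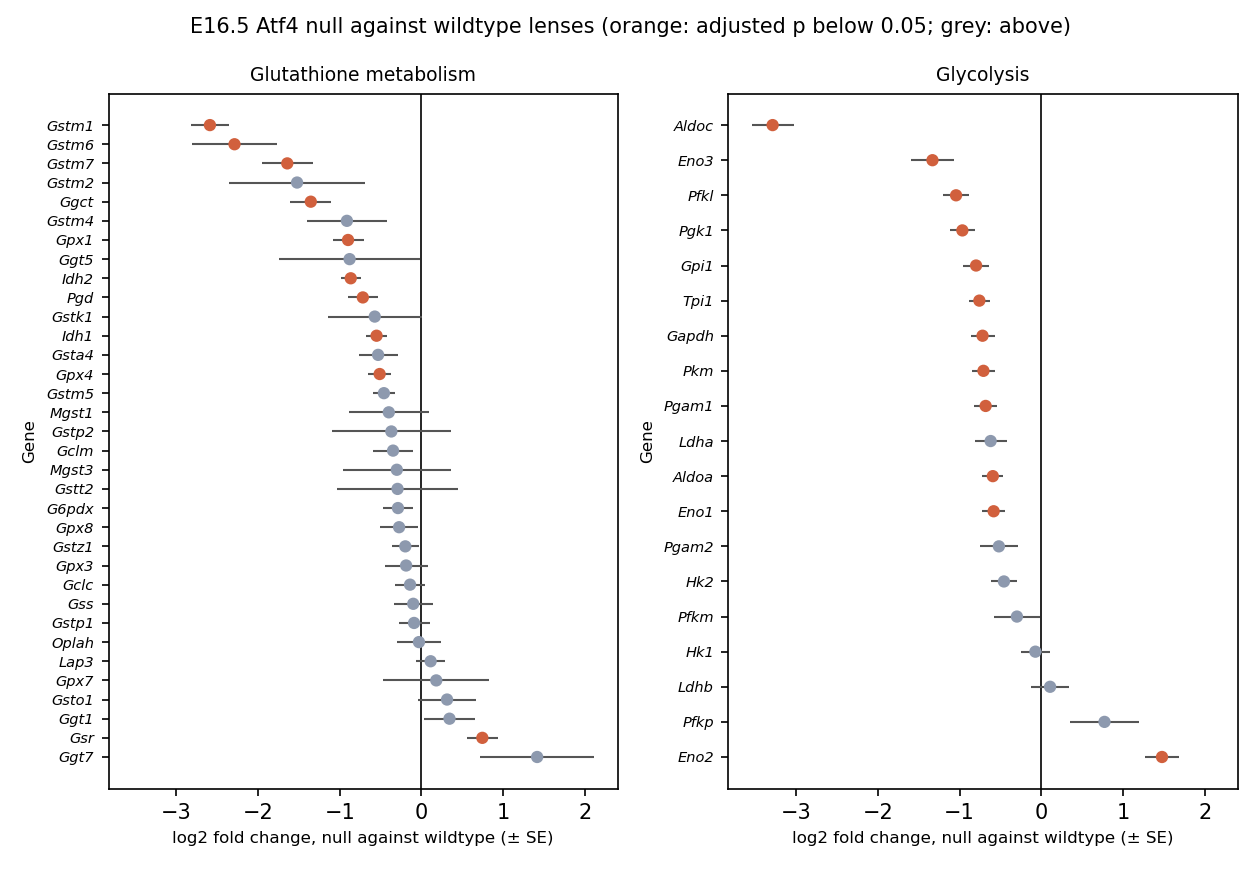
Log2 fold change with its standard error for glutathione metabolism and glycolysis genes, *Atf4* null against wildtype lenses, with orange points for an adjusted p below 0.05. *Gstm1*, at -2.59, and *Aldoc*, at -3.29, have the largest falls of the 2 lists.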

iPathway guide analysis also predicted that glycolysis/gluconeogenesis pathways as the second most significantly impacted in the *Atf4* null lens (*p* = 2.2 × 10^−5^; Figure 8A) with many of these involved in carbohydrate catabolism (*p* = 0.007; Figure 8B), while numerous genes mapping to the glucagon signaling pathway that includes *Atf4* itself (*p* = 0.003) were downregulated as well (Figure 8C). Consistent with its 16-fold downregulation in mRNA level, immunolocalization of glucagon (Gcg), a peptide hormone that regulates cellular glucose levels [80], revealed that its expression is predominately found in the lens epithelium of the E16.5 wildtype lens, while its levels were reduced in the *Atf4* null lens (Figure 8D,E). 

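*Gcg* (ENSMUSG00000000394, chromosome 2 from 62304873 to 62313997 on the minus strand) stood at 27.5 ± 5.65 CPM (SD, n = 5) in wildtype and 1.73 ± 1.2 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -4.02, standard error 0.39, adjusted p = 5.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap (exact permutation test, two-sided, p = 0.0079). Its log2 fold change lay between -4.59 and -3.80 over 17 alternatives.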

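*Pygm* (ENSMUSG00000032648, chromosome 19 from 6430569 to 6448538 on the plus strand), which encodes the muscle form of glycogen phosphorylase, stood at 248 ± 40.4 CPM (SD, n = 5) in wildtype and 89.3 ± 30.2 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -1.48, standard error 0.22, adjusted p = 0.00139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pygl*, the liver form, fell further, from 37.9 to 6.24 CPM (log2 fold change -2.59, standard error 0.26, adjusted p = 6.67e-05 from the same test). Although *Pygm* is also a muscle transcript, its log2 fold change was -1.57 without wildtype replicate 5.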

Immunostaining of PYGM/Myophosphorylase, an enzyme involved in glycogenolysis [81], revealed that it is expressed in all lens cells at E16.5 although it was more abundant in the lens epithelium, while its expression was significantly decreased in the *Atf4* null lens (Figure 8D,F) consistent with the observed 2.8-fold downregulation of its mRNA levels in the mutant lens.

### 3.9. Only Portions of the Autophagy Pathway Are Induced in the Atf4 Null Lens

The reduced expression of genes involved in nutrient transport and utilization with concomitant reductions in free amino acid levels suggest that the E16.5 *Atf4* null lens is experiencing nutrient deprivation, a situation that would be expected to trigger autophagy via the eIF2α/ATF4 pathway [25]. Since ATF4 is not available in the *Atf4* null lens to drive that function, it is not unexpected that iPathway guide analysis of pathways impacted by *Atf4* deletion only found that 8/132 genes of the pathway “animal autophagy” were affected, and this relationship was not statistically significant (*p* = 0.66). However, P62 (encoded by the *Sqstm1* gene), a common marker of autophagy, was 2.9-fold upregulated in the *Atf4* null lens. This may reflect the 9-fold upregulation of *Ddit3* mRNA in the *Atf4* lens as this gene encodes CHOP, a transcription factor that is a direct transcriptional regulator of *Sqstm1* (p62) gene expression [25]. 

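On a list of 32 autophagy genes, 19 were higher and 13 lower in *Atf4* null lenses, with a median log2 fold change of 0.05 (adjusted p = 0.59 from limma's camera test; 0.14 to 0.95 over 18 alternatives). *Sqstm1* and *Rb1cc1* were higher and *Wipi1* lower with an adjusted p below 0.05, and the same 2 and 1 were counted when adjusted over the list alone. *Rb1cc1* (log2 fold change 0.50, standard error 0.11, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Wipi1* (log2 fold change -0.71, standard error 0.16, adjusted p = 0.0199 from the same test) were members of the list.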

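*Sqstm1* (ENSMUSG00000015837, chromosome 11 from 50089572 to 50107684 on the minus strand) stood at 96.3 ± 9.7 CPM (SD, n = 5) in wildtype and 280 ± 130 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change 1.54, standard error 0.23, adjusted p = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The CPM of the *Atf4* null replicates were 159, 252, 245 and 465, and the wildtype libraries lay between 85.7 and 107. Without *Atf4* null replicate 4, the log2 fold change was 1.18, the lowest of the alternatives, and *Sqstm1* passed the threshold in each of the 18.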

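*Ddit3* (ENSMUSG00000025408, chromosome 10 from 127124268 to 127132163 on the plus strand) stood at 4.66 ± 3.09 CPM (SD, n = 5) in wildtype and at a mean of 43.1 CPM (n = 4) in *Atf4* null lenses (log2 fold change 3.20, standard error 0.42, adjusted p = 0.000581 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), without overlap between the groups (exact permutation test, two-sided, p = 0.0079). Its log2 fold change lay between 2.96 and 3.61 over the alternatives. Of 11 tested genes on a list of CHOP and stress targets, 8 were higher and 3 lower, with a median log2 fold change of 0.52. *Ddit3* and *Cebpg* were higher and *Nupr1* lower with an adjusted p below 0.05, and 5 were higher and 1 lower when adjusted over the list alone. *Nupr1* fell from 244 ± 45.3 CPM (SD, n = 5) to 63.9 ± 20.2 CPM (SD, n = 4; log2 fold change -1.93, standard error 0.21, adjusted p = 0.000155 from the same test).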

As expected, immunolocalization revealed little to no detectable P62 staining in the wildtype lens; however, we found that P62 protein levels were also significantly upregulated in the E16.5 *Atf4* null lens, particularly in the transition zone (Figure 2A,C). As the impairment of autophagy results in elevated steady-state P62 protein levels as the protein is degraded during the autophagy process [82], it is possible that this reflects either inefficient autophagy due to the lack of ATF4-mediated induction of autophagy genes or perhaps induction of P62 levels due to other cellular stress responses [83]. As autophagy also requires cap-independent translation via eIF2α phosphorylation, we also evaluated eIF2α levels and activation in the *Atf4* null lens. 

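*Eif2s1* (ENSMUSG00000021116, chromosome 12 from 78907681 to 78935018 on the plus strand) stood at 18.1 ± 3.58 FPKM (SD, n = 5) in wildtype and 19.3 ± 6.27 FPKM (SD, n = 4) in *Atf4* null lenses (log2 fold change 0.09, standard error 0.20, adjusted p = 0.863 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 0 of 18 alternatives, in which its log2 fold change lay between -0.16 and 0.20, and its unadjusted p in the comparison of all libraries was 0.647. *Atf4* null replicate 4 stood apart from the other null libraries at 215 CPM, against 117 to 128. Without that library the sign changed, with a log2 fold change of -0.16, as it did without wildtype replicate 5, with -0.01.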

RNAseq analysis of EIF2S1 expression (the gene that encodes eIF2α) revealed that the wildtype and *Atf4* null lens express similar levels of its mRNA (27 vs. 29 FPKM; Supplemental Table S1). In contrast, immunolocalization of eIF2α protein found that the epithelial cells of the transition zone had modest, but significantly upregulated, levels in the *Atf4* null lens (Figure 2B,D). However, the levels of eIF2α phosphorylation on Ser51, which regulates its function in translational initiation, were not significantly changed in *Atf4* null lenses (Figure 2B,E).

## 4. Discussion

The lens is a unique cellular structure that has numerous structural and biochemical specializations that mediate its transparency and the high refractive index necessary for its function [1]. While our understanding of the key cell signaling cascades and transcription factors that regulate the cell fate decisions driving its early development from the head ectoderm is derived from intensive study over the past 30 years, much less is known about the regulation of key events driving the maturation of the lens into its final functional form. Notably, while the transcription factor ATF4 was first reported to play a critical role in late embryonic lens cell survival over 25 years ago [30], neither its position in the gene regulatory network driving lens development nor its function in the lens had been previously explored. This report seeks to close those knowledge gaps.

### 4.1. ATF4 as a Component of the Gene Regulatory Network (GRN) Regulating Lens Development

Atf4 mRNA expression has been reported to be epithelial-preferred in E14.5 mouse lenses via in situ hybridization [29]; however, bulk RNAseq profiling indicates that *Atf4* mRNA is approximately 2-fold more abundant in mouse lens fibers than LECs [22,84]. ATF4 protein is detectable in all embryonic lens cells at E11.5, then decreases in lens fibers after E13.5 while remaining high in LECs [48]. Interrogation of previously reported gene expression profiles performed on lenses lacking key lens transcription factors revealed that *Atf4* mRNA was only downregulated 1.5-fold in *Prox1* null lenses [12], while *Atf4* expression was unaltered in lenses homozygous for *Hsf4* [73], homozygous for *Sip1* [56], or heterozygous for *Pax6* mutations [85]. In contrast, *Atf4* mRNA levels are induced 2.5-fold in 56-day-old *Klf4* null lenses, although they are unchanged in E16.5 *Klf4* nulls [86], the timepoint where the *Atf4* null phenotype manifests. Inspection of the DEG list from E16.5 *Atf4* null lenses revealed that the expression levels of genes encoding the vast majority of transcription factors known to regulate lens development including *Pax6*, *Prox1*, *Pitx3*, *cMaf*, *Ap2α*, *Sox2*, *Meis1/2*, and *Hsf4* were unaffected demonstrating that ATF4 is likely not upstream of these genes in the lens GRN. 

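*Pax6*, *Prox1*, *Pitx3*, *Maf*, *Sox2*, *Meis1*, *Meis2* and *Hsf4* had log2 fold changes between -0.48 for *Pitx3* and 0.14 for *Sox2*, and adjusted p of 0.295 or higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these 8 genes, 0 passed the threshold in any of 18 alternatives, and 0 had an unadjusted p below 0.05 in the comparison of all libraries. *Tfap2a* (ENSMUSG00000021359, chromosome 13 from 40868778 to 40891852 on the minus strand), which encodes AP2α, stood at 35.2 ± 11.4 CPM (SD, n = 5) in wildtype and 15.6 ± 3.07 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -1.17, standard error 0.26, adjusted p = 0.0162 from the same test), and passed it in each of the 18, with adjusted p of 0.00047 to 0.047. Its groups did not overlap (exact permutation test, two-sided, p = 0.016). The precision for the 8 genes that did not pass is set by the replicates. With each library left out in turn, the log2 fold change ran from -0.76 to -0.29 for *Pitx3* and from -0.72 to -0.21 for *Hsf4*. For *Prox1* it ran from -0.52 to -0.06. Over the 18 alternatives, the lowest adjusted p of edgeR and DESeq2 was 0.056 for *Pitx3*, 0.066 for *Hsf4* and 0.22 for *Prox1*. The standard error was 0.15 for *Pax6*, 0.25 for *Maf* and 0.28 for *Sox2* on the log2 scale. Wildtype replicate 5 had the lowest *Pax6*, at 360 CPM, and the lowest *Maf*, at 906 CPM.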

A notable exception to this observation was that the mRNA encoding the transcription factor *FoxE3*, a regulator of both early lens development and later lens epithelial phenotype [16,17], was 4.7-fold downregulated in the *Atf4* null lens. While this could indicate that ATF4 regulates the *FoxE3* gene directly, the late onset of the *Atf4* null lens phenotype compared to that of *FoxE3* mutants suggests that the loss of *FoxE3* expression is secondary to the apoptotic loss of the lens epithelium/induction of alpha-smooth muscle actin expression in *Atf4* nulls. Overall, these observations and the grossly normal initial morphogenesis of the *Atf4* null lens suggest that this gene is regulated independently of the GRN controlling early lens development.

### 4.2. ATF4 Appears to Not Regulate Developmental UPR in the Lens

ATF4 is a known regulator of the unfolded protein response (UPR), a molecular mechanism that fine-tunes the folding capacity of the endoplasmic reticulum (ER) to the flux of proteins transiting the secretory pathway in normal cells [87]. In cells unable to achieve this balance due to the presence of “unfoldable” mutant proteins or other failures of ER quality control, ATF4 participates with the other arms of the UPR pathway to trigger apoptotic pathways [26]. In the lens, modest UPR pathway activation was detected during normal lens development [48], while the presence of high levels of chronically unfoldable protein leads to activation of all three UPR arms, including elevated levels of ATF4 protein, elevation of UPR markers such a BIP, and low levels of apoptosis [49]. In contrast, we show here that while lenses lacking ATF4 undergo apoptosis, bioinformatic predictions did not reveal UPR as an enriched pathway in *Atf4* null lenses, and BIP (*HspA5*) mRNA levels are not altered even though its protein levels are modestly attenuated. 

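*Hspa5* (ENSMUSG00000026864, chromosome 2 from 34661982 to 34668880 on the plus strand) stood at 343 ± 35.5 CPM (SD, n = 5) in wildtype and 389 ± 37.1 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change 0.18, standard error 0.12, adjusted p = 0.437 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed the threshold in 0 of 18 alternatives, with an unadjusted p of 0.139 in the comparison of all libraries. Of 23 unfolded protein response genes tested, 10 were higher and 13 lower, with a median log2 fold change of -0.04 (adjusted p = 0.87 from limma's camera test; 0.44 to 0.97 over 18 alternatives). With library size alone, 18 were higher and the median was 0.10. Of the 23 genes, 0 passed the threshold, 0 when adjusted over the list alone, and 1 had an unadjusted p below 0.05.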

Unexpectedly, *Atf4* null lenses exhibit a 9-fold elevation in *Ddit3*/*Chop* mRNA levels even though ATF4 is a known activator of *Ddit3* transcription during the UPR [52]. While elevations in *Ddit3* expression may explain why *Atf4* null lenses undergo apoptosis as it is considered a pro-apoptotic transcription factor [88], CHOP protein levels appear unaltered.

### 4.3. ATF4 Likely Regulates Genes Involved in Amino Acid Transport and Glutathione Pathways in Lens

ATF4 is selectively translated in cancer cells in response to amino acid starvation during the integrated stress response (ISR) via the action of the protein kinase GCN2 (encoded by the *Eif2ak4* gene) that senses low cellular amino acid levels. The newly produced ATF4 then transcriptionally activates numerous genes involved in amino acid homeostasis including those involved in amino acid synthesis and transport [27,89]. ATF4 production can also be induced by the activation of the mTORC1 complex that promotes both protein and glutathione synthesis in conditions conducive to cell growth although mTORC1-induced ATF4 only regulates a subset of the genes compared to ISR-induced ATF4 expression, predominately those involved in amino acid metabolism and aminoacyl tRNA synthesis [90].

Here we found that at least one major ATF4 function during lens development is the regulation of cellular amino acid levels and protein synthesis as *Atf4* null lenses exhibit reduced levels of mRNAs encoding numerous proteins involved in amino acid synthesis and transport as well as critical regulators of t-RNA charging and glutathione metabolism. 

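By panel, 18 of the 19 genes shown in Fig. 5A were lower in *Atf4* null lenses with an adjusted p below 0.05, and *Eno2* was higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Fig. 5B, 6 of 9 genes were lower and 2 higher, with *Slc3a2* short of the threshold. In Fig. 5C, 6 of 8 were lower and *Qrsl1* higher, with *Cars1* short of it (log2 fold change -0.75, standard error 0.22, adjusted p = 0.0583 from the same test). In Fig. 7A, 5 of 6 were lower, with *Hbb-bt* short of it (log2 fold change -1.04, standard error 0.32, adjusted p = 0.0851 from the same test). The study chose these genes from its own calls on the same libraries, so the counts are not independent evidence. From the reduced levels of transcripts for amino acid synthesis and transport, tRNA charging and glutathione metabolism, the paper concludes that a major function of ATF4 in lens development is to regulate cellular amino acid levels and protein synthesis.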

Notably, a comparison of the *Atf4* null lens DEGs with the Chip-Atlas database [76,91] revealed that many of the DEGs in the *Atf4* null lens are direct ATF4 target genes in other cellular contexts. These defects in gene expression likely explain the observation that *Atf4* null lenses have significant reductions in free amino acid, glutathione, and total protein content.

### 4.4. ATF4 Likely Functions to Metabolically Adapt the Lens to Its Avascular Environment

The ocular lens must remain avascular throughout life as the presence of blood/blood vessels in the optical axis would prevent light transmission to the retina although the lenses of most species are much larger than the maximum diameter that most cellular organoids/tissues/cancers can reach without a blood supply [92]. Notably, E16.5, the stage where the *Atf4* null mouse lens becomes phenotypically abnormal, is approximately 800 microns in diameter, while the center of avascular tumor organoids that have reached this size is typically apoptotic/necrotic due to nutrient deprivation and tissue hypoxia [93] (Figure 9A). The lens can function without a vasculature because it has evolved an intrinsic circulatory system in which sodium/potassium ATPase activity in the lens epithelium provides a motive force to move water and small nutrients/metabolites through the pericellular space while high levels of gap junctional coupling between lens fiber cells allow movement of small molecules within the fiber cells themselves [8].

However, even with an active lens circulation, it would be expected that the increasing diameter of the lens during embryonic development, along with the regression of the lens-associated tunica vasculosa lentis (which has begun by birth in mice) [94], would result in a drop in free amino acid levels and an increase in uncharged tRNAs within lens cells, potentially leading to the activation of GCN2 and subsequent translation of ATF4. This would result in the elevated expression of numerous nutrient transporters and amino acid biosynthesis enzymes while increasing the efficiency of tRNA charging by increasing the synthesis of tRNA synthetases that would collaborate to allow the lens to synthesize the high concentrations of protein needed for its refractive function (Figure 9B). As *Atf4* null lenses show reduced amino acid and protein levels, an increase in the autophagy marker P62, and finally disintegrate by birth via apoptosis, it is likely that ATF4 is critical for lenses to effectively adapt to their low-nutrient environment. Future studies are needed to determine whether *Atf4* is regulated by GCN2, mTORC1, or a combination of these pathways to increase the efficiency of nutrient transport in the lens as it outgrows the ability to bring in nutrients via diffusion.

Most ATP production in the adult lens is produced by glycolysis, likely due to the intrinsic hypoxia of the lens environment [95]. While genes mapping to the gene ontology terms related to “hypoxia” are not over-represented among the *Atf4* null DEGs, numerous genes encoding proteins important for glycolysis are expressed at lower levels in *Atf4* null lenses than littermate controls, a result consistent with prior reports that ATF4 mediates stress-induced shifts towards glycolytic metabolism in other cell types [96,97]. 

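A list of 18 genes of the hypoxia response, of which 16 were tested, was lower in *Atf4* null lenses in 16 of 16 genes, and in 15 with libraries scaled by size alone. The median log2 fold change was -0.57 (adjusted p = 8e-10 from limma's camera test; 3.9e-12 to 0.03 over 18 alternatives), and the camera p was as small in 1 of 100 splits. *Bnip3*, *Ndrg1*, *P4ha1*, *Pdk1* and *Vegfa* were lower with an adjusted p below 0.05, and 11 genes when adjusted over the list alone. *Ndrg1* (ENSMUSG00000005125, chromosome 15 from 66801166 to 66841835 on the minus strand) had the largest fall of the 5, from 187 ± 32.2 CPM (SD, n = 5) to 73.6 ± 15.3 CPM (SD, n = 4; log2 fold change -1.35, standard error 0.17, adjusted p = 0.000443 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc2a1*, the glucose transporter GLUT1, did not pass the threshold (log2 fold change -0.61, standard error 0.18, adjusted p = 0.076 from the same test).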

Notably, HIF1a, the canonical transcription factor mediating survival of hypoxic cells, is also abundant in the lens and necessary for postnatal lens survival and growth in mice [98,99] and lens fiber cell denucleation in chickens [100]. Both ATF4 and HIF1a pathways are often activated during cellular stress responses [101], and like HIF1a, ATF4 levels are oxygen-sensitive due to interactions with the PHD3 oxygen sensor [102]. However, the regulatory relationship between ATF4 and HIF1a is likely complex and may be cell-type-dependent. For instance, HIF1a blocks ATF4 expression in early cardiomyocytes even in the presence of cellular stress by binding to the *Atf4* promoter [103], while ATF4 and HIF1a proteins may physically interact in adult cardiomyocytes potentially enhancing hypoxia-induced cell death [104].

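*Hif1a* (ENSMUSG00000021109, chromosome 12 from 73948149 to 73996321 on the plus strand) stood at 299 ± 22.7 CPM (SD, n = 5) in wildtype and 237 ± 29 CPM (SD, n = 4) in *Atf4* null lenses (log2 fold change -0.34, standard error 0.12, adjusted p = 0.114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 0 of 18 alternatives, with a log2 fold change between -0.42 and -0.20 and adjusted p of 0.051 to 0.34. Its unadjusted p in the comparison of all libraries was 0.0115, and the groups overlapped (exact permutation test, two-sided, p = 0.024).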

Notably, *Hif1a* mRNA levels are not altered in *Atf4* null lenses and treatment of chicken lens epithelial cells with an activator of HIF1α pathways induced the expression of numerous genes associated with glycolysis without altering *Atf4* mRNA levels [105]. This suggests that HIF1α and ATF4 may function independently to establish glycolytic metabolism in the lens to sustain cellular ATP levels as the growing lens becomes increasingly hypoxic. Additional investigations will be required to determine whether ATF4 function in the lens is primarily related to establishing the needed amounts of nutrient transporter and glycolytic enzyme expression in the avascular lens or also helps the lens adapt to a low-oxygen environment in collaboration with Hif1α.

**Figure 9:**
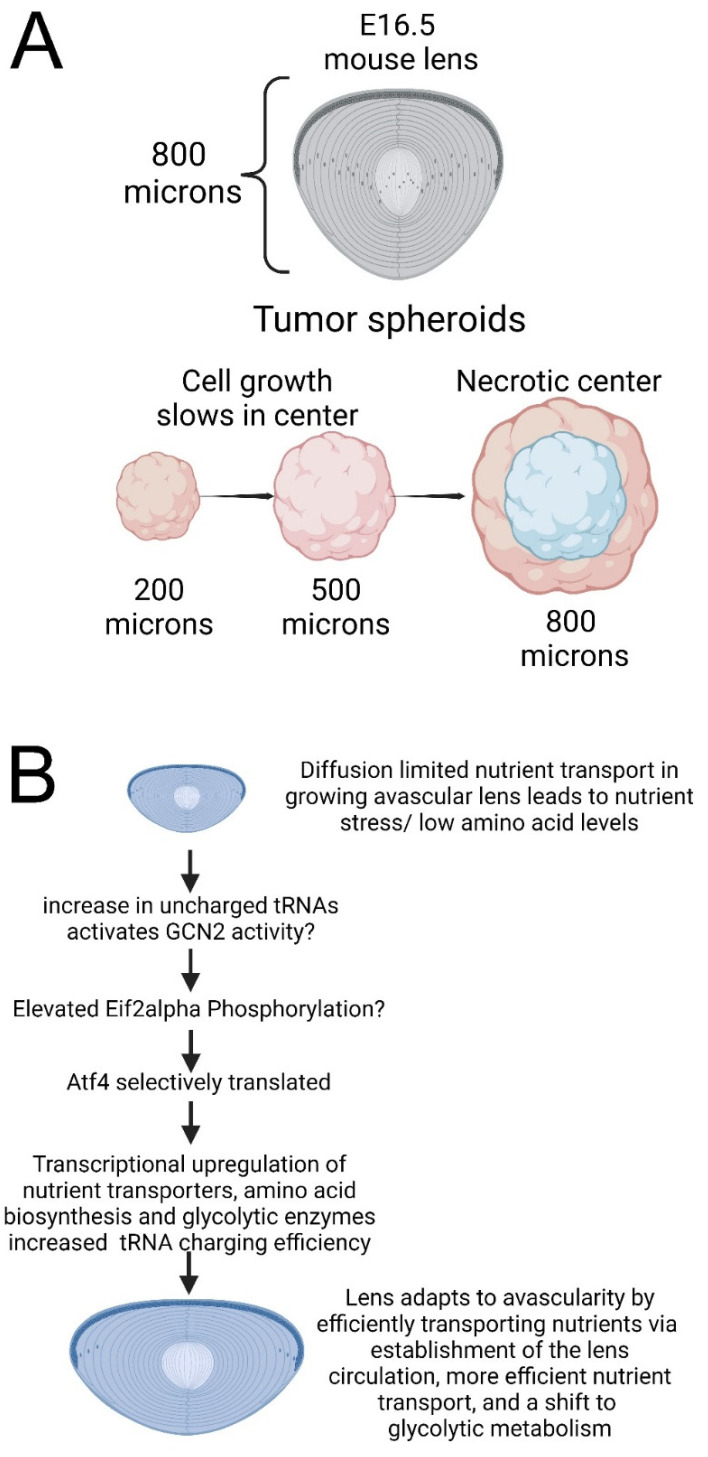
*Atf4* likely functions to metabolically adapt the lens to its avascular environment. (**A**) The normal embryonic mouse lens can grow to 800 microns in diameter by E16.5 without an invasive vasculature, while the center of avascular tumor organoids that have reached this size is typically apoptotic/necrotic due to nutrient deprivation [106,107]. (**B**) Increasing the diameter of the embryonic lens along with the regression of the lens-associated tunica vasculosa lentis leads to nutrient stress/low amino acid levels, likely resulting in increases in uncharged tRNAs triggering the activation of GCN2 that results in selective translation of ATF4, so it can mediate transcriptional upregulation of nutrient transporters as well as amino acid biosynthesis and glycolytic enzymes, eventually increasing nutrient supply and tRNA charging efficiency. In conclusion, the lens adapts to avascularity by efficiently transporting nutrients via the establishment of the lens circulation, more efficient nutrient transport, and an ability to make ATP in a low-oxygen environment. Figure produced with Biorender.

## 5. Conclusions and Outstanding Questions

ATF4 is a transcription factor important for lens biology that likely acts independently of the classic lens development GRN to mediate the adaption of the lens to the nutrient deprivation resulting from its avascularity. It is currently unknown how *Atf4* transcript levels are regulated in the developing lens, the precise time point in lens development when ATF4 function becomes necessary, the key mechanisms that fine-tune its function to drive appropriate lens amino acid levels, or whether/how it interfaces with HIF1a during adaption of the lens to chronic tissue hypoxia. Notably, *Atf4* mRNA levels also upregulate sharply in lens epithelial cells by 6 h after lens injury and remain elevated for several days, while *Hif1a* mRNA levels decrease in injured LECs over this same time frame [22,61,108,109]. As ATF4 is best known as a mediator of cellular responses to acute stress in other tissues [26], the lens may be an ideal system to investigate how the diverse functions of Atf4 are differentially regulated during both normal tissue development and as a consequence of injury responses.

## Figures and Tables

**Figure 1:**
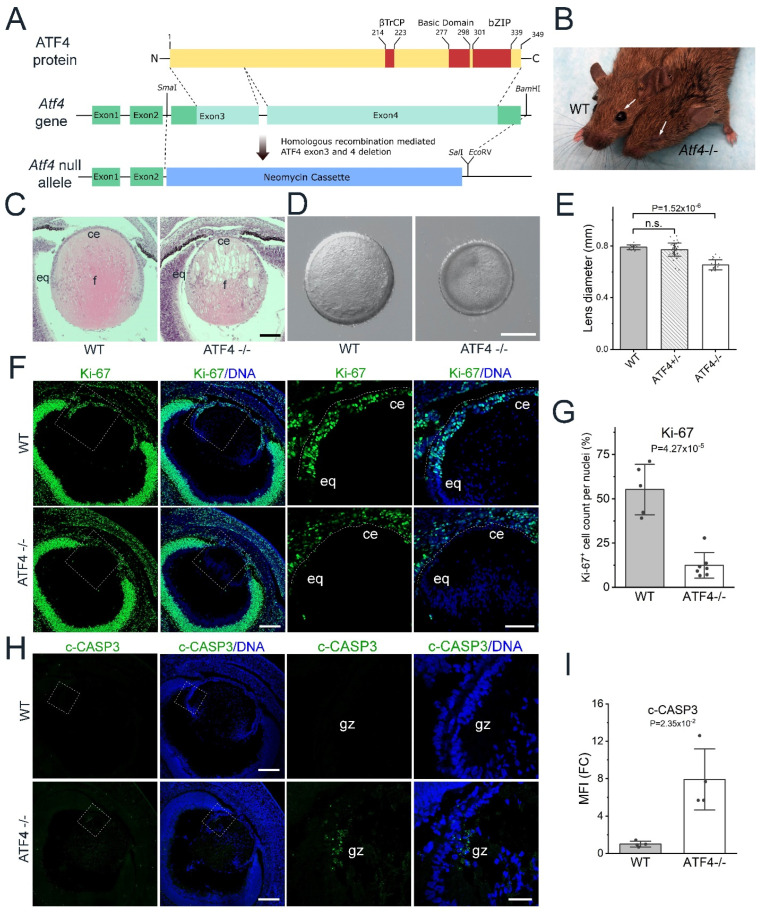
*Atf4* is required for lens epithelial cell proliferation and lens fiber cell survival during late embryonic development. (**A**) Mouse ATF4 protein primary structure (N, N terminus; C, C terminus; βTrCP, βTrCP-binding domain) and wildtype mouse *Atf4* gene structure (green represents non-coding portions of exons; aqua represents coding sequence). Note that alternate splicing can result in a three-exon transcript where exons 1,2 and the intervening intron encompass “exon 1” as described in the original paper describing this *Atf4* allele [28] with both of these splice variants producing the same protein [44]. The final structure of the *Atf4* null allele where the coding sequence located in exons 3 and 4 (exons 2 and 3 in [28]) was removed by homologous recombination (Sma1, BamH1, SalI, and EcoRV are restriction enzyme sites used in construct production) and replaced with a neomycin resistance cassette (blue). (**B**) A two-month-old wildtype mouse (left) and its *Atf4* null (−/−) littermate (right). (**C**) Hematoxylin and eosin staining of paraffin sections generated from E16.5 wildtype eye (left) and E16.5 *Atf4* null eye (right, scale bar = 100 μm). (**D**) Bright-field image of representative E16.5 lenses microdissected from wildtype (WT, left) and *Atf4* null (ATF4^−/−^; right) mice (scale bar = 300 μm). (**E**) Quantification of the diameters of lenses microdissected from E16.5 wildtype (WT, *n* = 18), heterozygote (ATF4^+/−^, *n* = 48), and homozygote (ATF4^−/−^, *n* = 23) mice. (**F**) Representative image obtained from sections of E16.5 wildtype and *Atf4* null eyes immunostained for the proliferation marker Ki-67 (green) and labeled with the DNA dye Draq5 (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). (**G**) Quantification of the percentage of lens epithelial cell nuclei positive for Ki-67 (WT, *n* = 5; ATF4^−/−^, *n* = 5). (**H**) Immunostaining of E16.5 wildtype and *Atf4* null lenses for the apoptotic marker cleaved caspase 3 (green) and labeled with the DNA dye Draq5 (blue). Images on the left were collected via a 3 × 3 tile scan using a 20× objective (scale bar = 200 μm) with the boxed region representing the zoomed-in view shown on the right (scale bar = 40 μm). (**I**) Quantification of the fold change (FC) in mean fluorescence intensity (MFI) of cleaved-Caspase3 staining between WT and *Atf4* null lenses (WT, *n* = 4; ATF4^−/−^, *n* = 4). *Abbreviations*: ce, central epithelium; eq, equator; gz, germinative zone; WT, wildtype.

**Figure 2:**
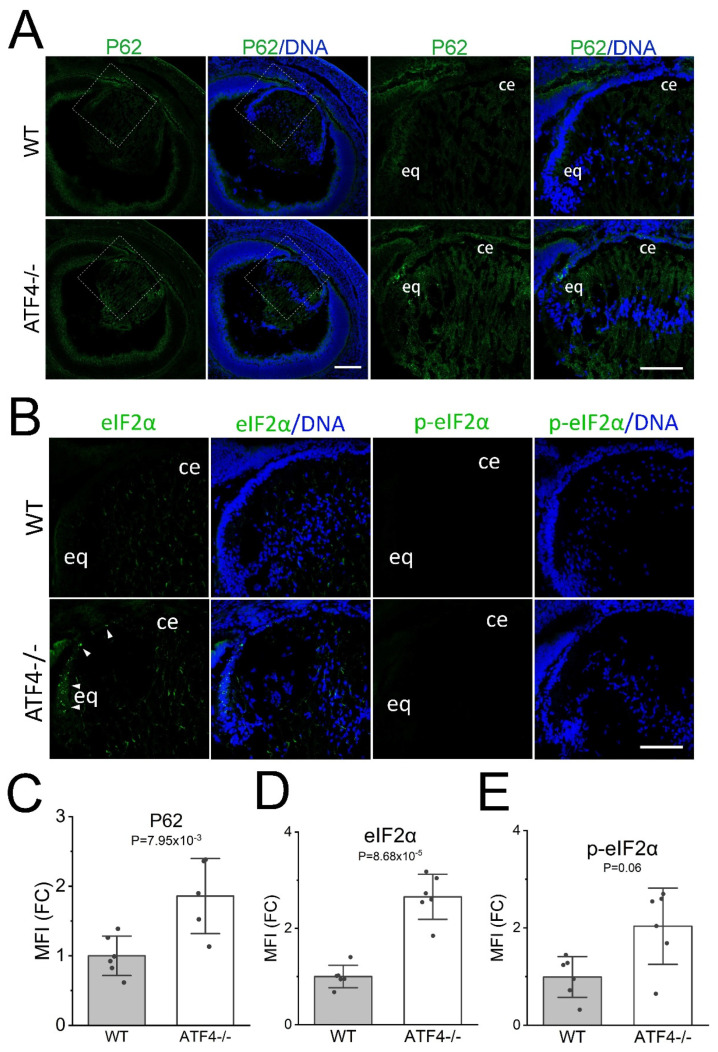
Only portions of the autophagy pathway are induced in the *Atf4* null lens. (**A**) Immunostaining of E16.5 wildtype and *Atf4* null (Atf4^−/−^) lens for P62 (green) that is encoded by the *Sqtm1* (Sequestosome-1, Sqtm1) gene counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). (**B**) Immunostaining of E16.5 wildtype and *Atf4* null lens for the eIF2α (left panels, green) and p-eIF2α (right panels, green) counterstained with Draq5 to detect DNA (blue) (scale bar = 100 μm). *Abbreviations*: ce, central epithelium; eq, equator. (**C**) Quantification of the mean fluorescent staining intensity of P62 immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 5) lens. (**D**) Quantification of the mean fluorescent staining intensity of eIF2α immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens. (**E**) Quantification of the mean fluorescent staining intensity of p-eIF2α immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens.

**Figure 3:**
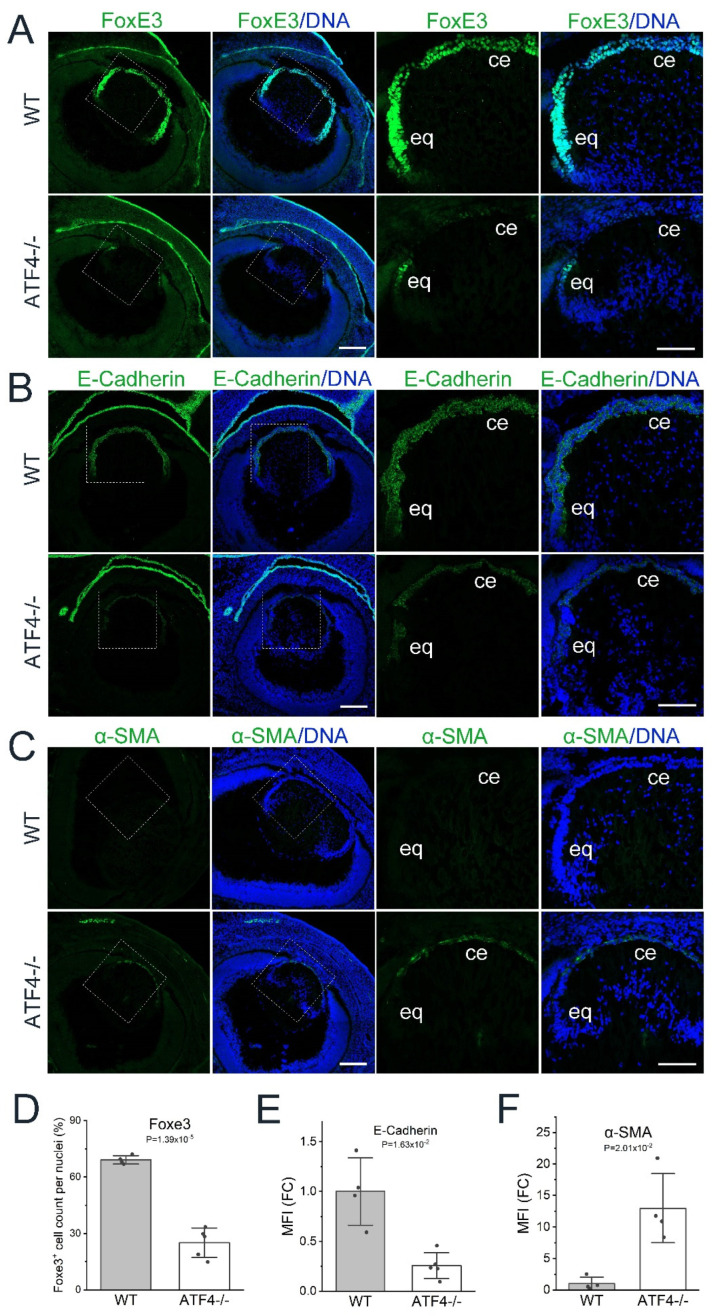
*Atf4* null lens epithelial cells downregulate known lens epithelial markers while upregulating α-SMA expression. (**A**) Immunostaining of E16.5 wildtype and *Atf4* null lens for FoxE3 (green) counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). (**B**) Immunostaining of E16.5 wildtype and *Atf4* null lens for E-cadherin (green) counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). (**C**) Immunostaining of E16.5 wildtype and *Atf4* null lens for α-SMA (green) counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). Abbreviations; ce, central epithelium; eq, equator. (**D**) Quantification of the percentage of lens epithelial cell nuclei positive for FoxE3 (WT, *n* = 5; ATF4^−/−^, *n* = 5). (**E**) Quantification of the fold change (FC) in mean fluorescence intensity (MFI) of E-cadherin staining between WT (*n* = 4) and Atf4 null (*n* = 5) lenses. (**F**) Quantification of the fold change (FC) in mean fluorescence intensity (MFI) of α-SMA staining between WT (*n* = 4) and *Atf4* null (*n* = 4) lenses.

**Figure 4:**
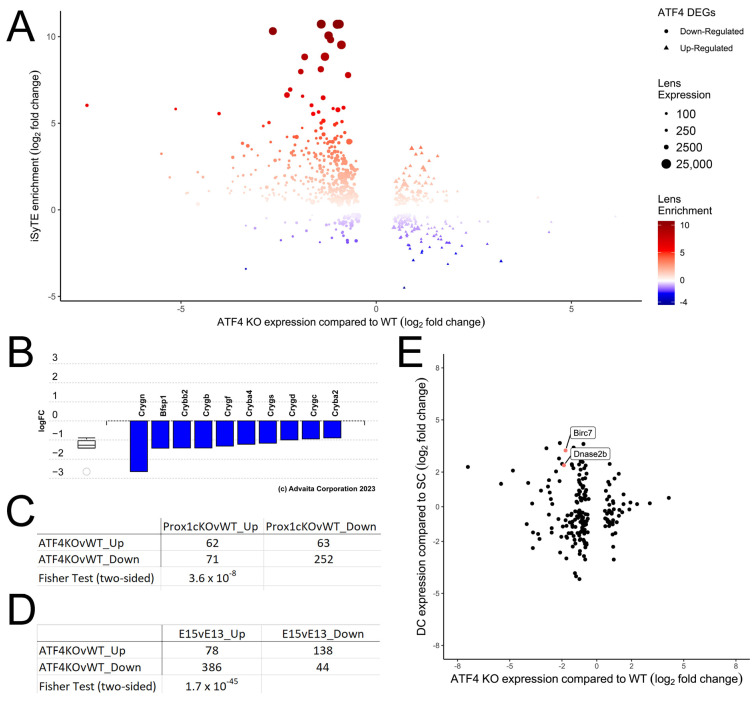
ATF4 likely regulates a portion of the lens-preferred transcriptome including markers of late fiber cell differentiation. (**A**) iSyTE enrichment analysis of *Atf4* null DEGs demonstrating that genes that are downregulated in the *Atf4* null lens are disproportionately over-represented in those exhibiting lens-preferred expression (**B**). Advaita iPathway guide analysis shows that genes differentially expressed in the *Atf4* null lens are over-represented in lens structural proteins. (**C**) Comparison between the DEGs observed in the *Atf4* null lenses with DEGs found in the *Prox1* null lens revealed a significant set of genes whose expression is downregulated in both mutants. (**D**) Comparison between the DEGs detected in the E16.5 *Atf4* null lens with those that change expression between E13.5 and E15.5 in the wildtype lens found that many genes that normally upregulate as embryonic lens development proceeds fail to do so in *Atf4* mutants. (**E**) Comparison between the Atf4 null DEG list with genes whose expression changes as superficial cortical fibers (SC) differentiate into deep cortical fibers (DC) revealed that some known markers of lens fiber cell terminal differentiation such as *Birc7* and *Dnase2b* are downregulated in the E16.5 *Atf4* null lens.

**Figure 5:**
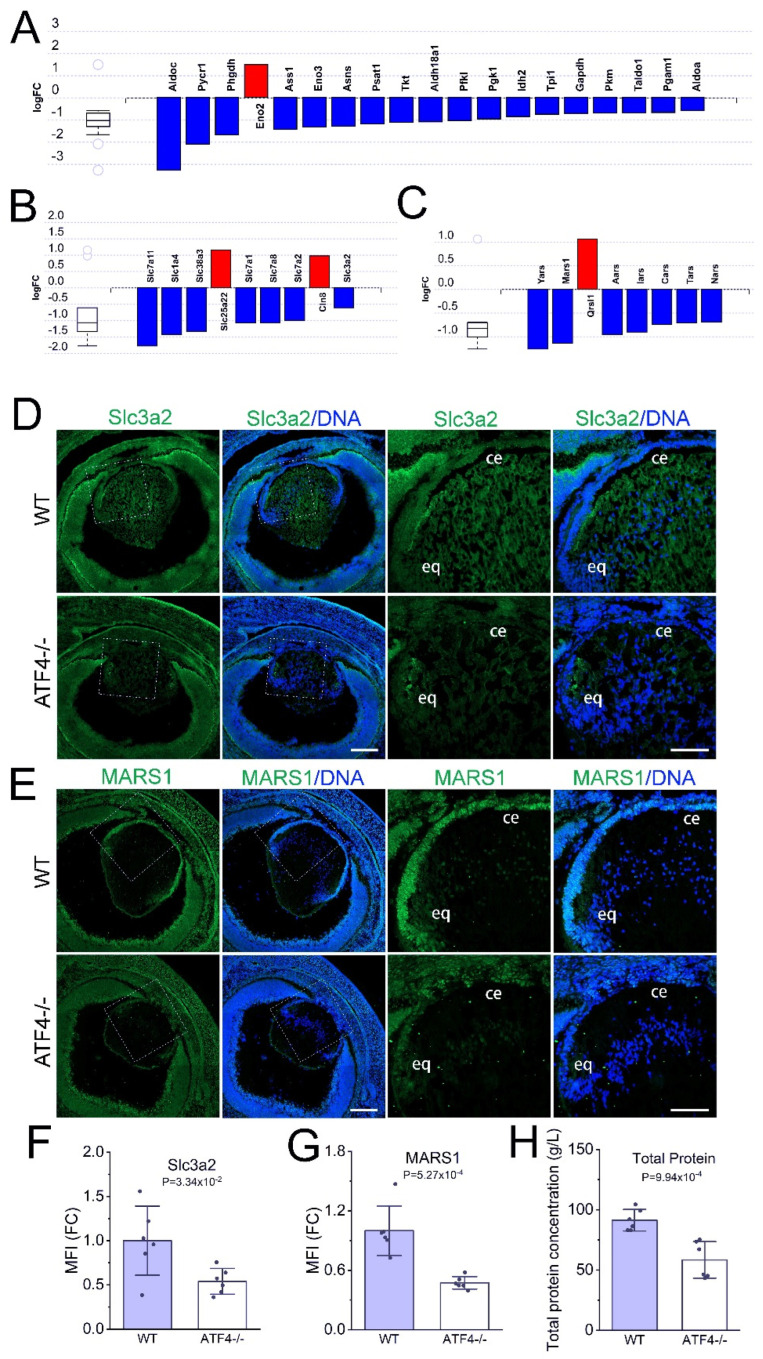
The mRNA levels for many genes encoding regulators of amino acid transport, synthesis, and t-RNA charging are reduced in the *Atf4* null lens. (**A**) Advaita iPathway guide analysis shows that *Atf4* null DEGs are over-represented in mRNAs encoding regulators of amino acid synthesis. (**B**) Several mRNAs encoding amino acids transporters are differentially expressed in the *Atf4* null lens. (**C**) The levels of several mRNAs encoding enzymes responsible for t-RNA charging are reduced in *Atf4* null lenses. (**D**) Immunostaining of E16.5 wildtype and *Atf4* null lens for the amino acid transporter encoded by the *Slc3a2* gene (green) counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). (**E**) Immunostaining of E16.5 wildtype and *Atf4* null lens for the t-RNA charging enzyme Mars1 (green) counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). *Abbreviations:* ce, central epithelium; eq, equator. (**F**) Quantification of the mean fluorescent staining intensity of SLC3A2 immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens. (**G**) Quantification of the mean fluorescent staining intensity of MARS1 immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens. (**H**) Quantification of total soluble protein extractable from the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens expressed as the concentration of protein per lens volume in order to normalize these values to account for the smaller size of the *Atf4* null lens.

**Figure 6:**
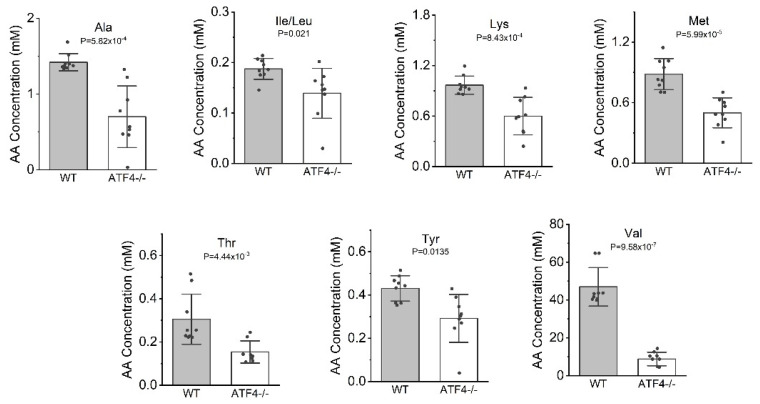
The *Atf4* null lenses have reduced free amino acid pools. Mass spectrometry analysis of free amino acid levels in E16.5 wildtype (*n* = 9) and *Atf4* null (*n* = 9) lenses revealed significant reductions in 7 different amino acids when considered either on the basis of concentration in the lens (normalized to lens volume), while 12 amino acids were found to have significantly lower absolute amounts per lens (Supplemental Figure S3).

**Figure 7:**
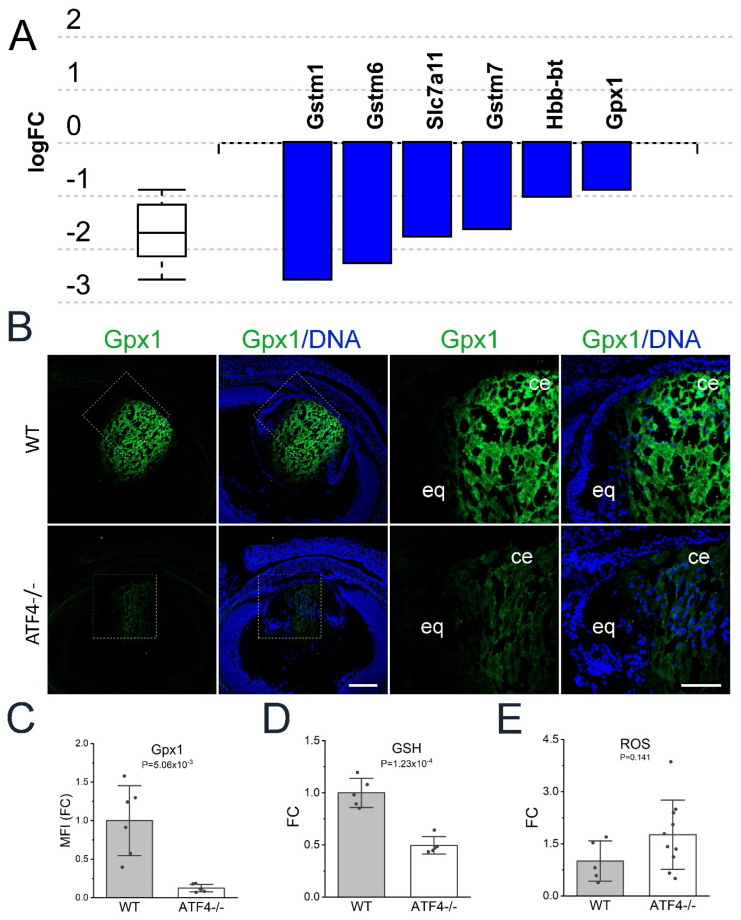
*Aft4* null lenses exhibit reduced mRNA levels of several genes encoding regulators of the glutathione pathway as well as free glutathione. (**A**) Advaita iPathway guide analysis of the DEGs found in the *Atf4* null lens revealed that multiple genes known to regulate glutathione metabolism are downregulated following *Atf4* deletion. (**B**) Immunostaining of E16.5 wildtype and *Atf4* null lens for glutathione peroxidase 1 (Gpx1, green) counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). *Abbreviations:* ce, central epithelium; eq, equator. (**C**) Quantification of the mean fluorescent staining intensity of Gpx1 immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens based on fold change (FC) from mean levels found in the wildtype (WT) lens. (**D**) Quantification of free glutathione (GSH) levels in the E16.5 wildtype (*n* = 5) and *Atf4* null (*n* = 5) lens using the GSH Glo glutathione assay expressed as the fold change (FC) from mean levels found in the wildtype (WT) lens. (**E**) Quantification of reactive oxygen species (ROS) levels in living E16.5 lenses by incubating E16.5 wildtype (*n* = 5) and *Atf4* null (*n* = 10) lenses with non-fluorescent dehydrorhodamine 123 following measurement of ROS-driven production of fluorescent dehydrorhodamine 123 with a plate reader. These data are expressed as fold change (FC) from the mean levels found in the wildtype (WT) lens.

**Figure 8:**
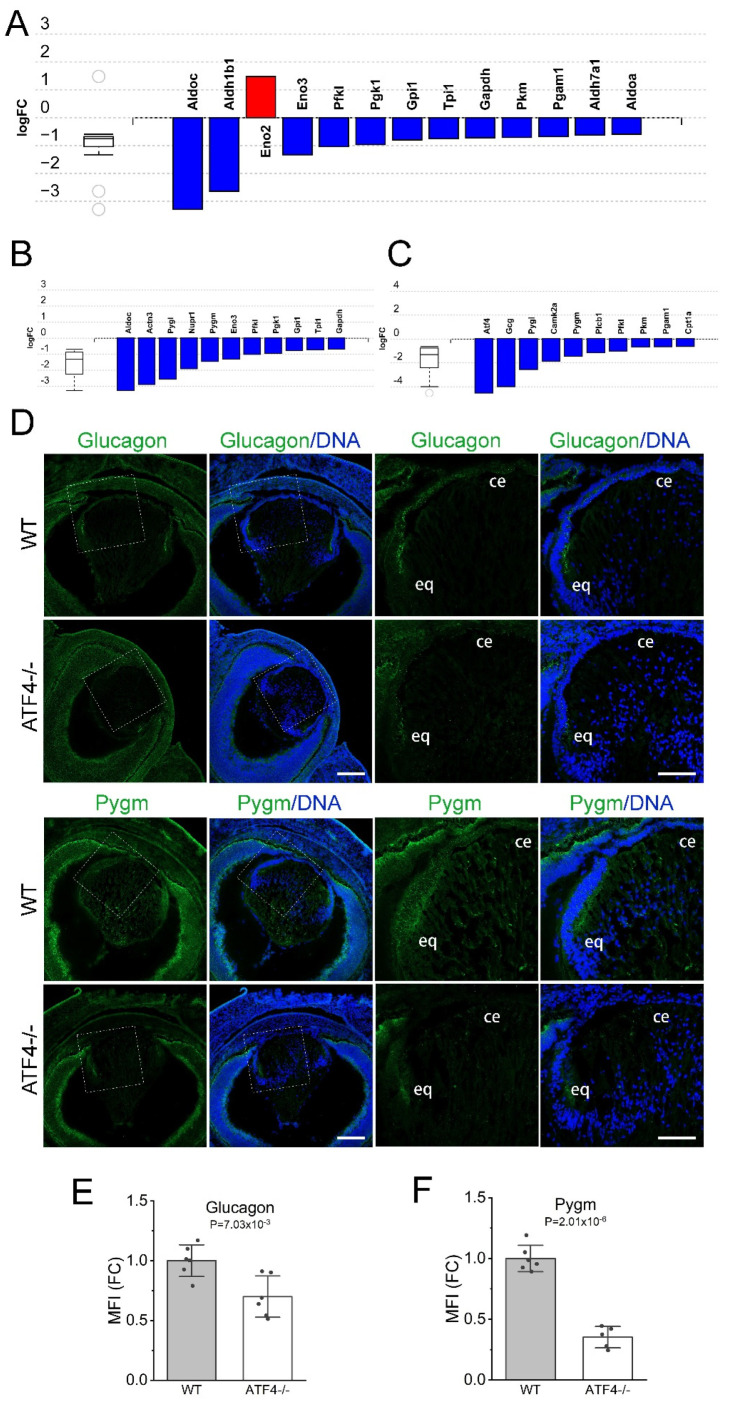
*Atf4* null lenses may have altered sugar metabolism compared to wild type. (**A**) Advaita iPathway guide analysis shows that *Atf4* null DEGs are over-represented in mRNAs encoding regulators of glycolysis/gluconeogenesis. (**B**) Several mRNAs encoding enzymes that function in carbohydrate catabolism are differentially expressed in the *Atf4* null lens. (**C**) The levels of several mRNAs encoding proteins participating in the glucagon pathway are reduced in *Atf4* null lenses. (**D**) Immunostaining of E16.5 wildtype and *Atf4* null lens for glucagon (green) that is encoded by the *Gcg* gene and glycogen phosphorylase (muscle form, green) encoded by *Pygm* counterstained with Draq5 to detect DNA (blue). Images on the left were generated from a 3 × 3 tile scan with a 20× objective (scale bar = 200 μm), and the boxed region is shown in a zoomed-in view on the right (scale bar = 100 μm). *Abbreviations:* ce, central epithelium; eq, equator. (**E**) Quantification of the mean fluorescent staining intensity of glucagon immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens. (**F**) Quantification of the mean fluorescent staining intensity of PYGM immunostaining in the E16.5 wildtype (*n* = 6) and *Atf4* null (*n* = 6) lens.

**Table 1:** Accession numbers used for cross-experiment comparisons in this study.

Name of Experiment	GEO Accession	Experiment Type	Library Source
Lens Superficial Cortex vs. Lens Epithelial Cells	GSE205379	Microarray	Transcriptomic
Lens Deep Cortex vs. Lens Superficial Cortex	GSE205379	Microarray	Transcriptomic
Prox1 Knockout vs. Wildtype	GSE69940	RNA-Seq	Transcriptomic
HSF4 Knockout vs. Wildtype	GSE22362	Microarray	Transcriptomic
Whole Lens E15.5 vs. Whole Lens E13.5	E15.5 (GSE49949) E13.5 (GSE69940)	RNA-Seq	Transcriptomic
ATF4 Knockout vs. Wildtype	GSE35681	ChIP-Seq	Genomic

**Table 2:** Genes with known lens expression/function differentially expressed in the E16.5 *Atf4* null lens.

Symbol	Description	Citation	Fold Change	FDR	Wildtype FPKM	*Atf4* KO FPKM
*Foxe3*	Forkhead box E3	[16]	−4.7	1.56 × 10^−4^	140	30
*Dnase2b*	Deoxyribonuclease II beta	[62]	−3.7	2.72 × 10^−8^	31	8.6
*Birc7*	Baculoviral IAP repeat-containing 7	[19]	−3.5	6.20 × 10^−5^	18	5.3
*Bfsp1*	Beaded filament structural protein 1	[63]	−2.7	6.06 × 10^−5^	2924	1094
*Crybb2*	Crystallin, beta B2	[64]	−2.7	9.45 × 10^−3^	23	8.8
*Crygb*	Crystallin, gamma B	[65]	−2.7	6.84 × 10^−5^	5582	2103
*Crygf*	Crystallin, gamma F	[65]	−2.5	8.17 × 10^−4^	7129	2869
*Cryba4*	Crystallin, beta A4	[65]	−2.3	2.72 × 10^−4^	4983	2138
*Crygs*	Crystallin, gamma S	[65]	−2.3	1.71 × 10^−3^	280	125
*Hopx*	HOP homeobox	[66]	−2.1	3.59 × 10^−2^	12	5.8
*Crygd*	Crystallin, gamma D	[65]	−2.0	9.70 × 10^−3^	5561	2783
*Caprin2*	Caprin family member 2	[67]	−2.0	6.24 × 10^−3^	100	51
*Crygc*	Crystallin, gamma C	[65]	−1.9	1.35 × 10^−2^	2881	1496
*Cryba2*	Crystallin, beta A2	[65]	−1.9	1.74 × 10^−2^	3397	1831
*Hmgn3*	High mobility group nucleosomal binding domain 3	[68]	−1.8	1.12 × 10^−2^	137	78.50

## Data Availability

RNAseq data produced in this study have been deposited in the Gene Expression Omnibus under accession number GSE206760.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells12222636/s1, Figure S1: Hematoxylin and eosin staining of the E14.5 wildtype and *Atf4* null lens. Figure S2: Expression of BiP, CHOP, and XBP1 protein in the E16.5 *Atf4* null lens. Figure S3: *Atf4* null lenses differentially regulate many genes and lack *Atf4* expression. Figure S4: The *Atf4* null lenses have reduced free amino acid pools when measured on a per lens basis; Table S1: Genes that are differentially expressed in the E16.5 *Atf4* null lens. Table S2: Genes that are differentially expressed in the E16.5 *Atf4* null lens which are predicted to be lens-enriched by iSyTE. Table S3: Genes that are differentially expressed in the E16.5 *Atf4* null lens that are also differentially expressed in the E13.5 *Prox1* null lens. Table S4: Genes that are differentially expressed in the E16.5 *Atf4* null lens that normally change expression in the lens between E13.5 and E15.5. Table S5: Genes that are differentially expressed in the E16.5 *Atf4* null lens that have experimentally determined ATF4 binding sites in their 5’ flanking sequence. Table S6: Detailed immunostaining conditions for the antibodies used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

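Lens RNA was sequenced from 4 *Atf4* null and 5 wildtype mouse embryos at E16.5, 1 library for the pair of lenses of each embryo. As the paper's methods describe, the authors trimmed the reads with Trim Galore, removed those that aligned to the RN45S ribosomal RNA sequence with HISAT2, aligned the rest to GRCm39 and assigned them to the genes of an Ensembl release with HTSeq. The deposited values were whole numbers with HTSeq's 5 summary entries and no normalization, and were read as counts. The summary entries were left out. The 55416 gene identifiers were joined to GENCODE vM39, of the same genome build, for symbols, positions and exon lengths. The 54749 with a symbol held all but 0.033% of the counts. Gene counts ran from 8409779 to 8906996 per wildtype and from 7440807 to 8696699 per *Atf4* null library. Among 36 pairs of libraries, the lowest chi-square per degree of freedom between counts was 7.94, so no library was a repeat of another. X and Y transcripts gave both sexes in both genotypes. The replicate numbers follow the sample titles. For the 5 wildtype samples, the title names another wildtype library than the one named with its counts, so the wildtype numbers are uncertain, while the genotype is not affected.

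The main comparison used edgeR 4.0.16 in R 4.3.3 on all 9 libraries. Genes were kept by filterByExpr, scaled by TMM factors, and compared by genotype with the quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest with default settings) and no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 14903 genes tested, with a threshold of 0.05. The CPM shown are scaled by TMM factors, and FPKM divide them by the summed exon length. The filter on size required an absolute log2 fold change above 1, an absolute difference in mean FPKM above 2 and a mean FPKM above 2 in at least 1 genotype, as in the paper. Gene sets were tested with limma 3.58.1 by camera with an inter-gene correlation of 0.01 on voom log2 CPM, with adjustment over 10 sets. Their members were taken from general knowledge of each pathway and not from the study's calls. The pathways themselves follow the paper's claims, which rest on these same libraries, so the set tests are not independent evidence for them. The paper's commercial pathway tool was not used here. The direction of genes shared with Supplemental Tables S3 and S4 was tested with Fisher's exact test. Supplemental Tables S2 and S5 hold genes the study had already called, so only counts are given. For single genes, an exact permutation test over the 126 splits of 9 libraries into 4 and 5 was made, two-sided, on the difference of mean log2 CPM. For a gene with at most 3 counts in each library of a group, a lower bound of its fold change was computed against 3 counts.

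The tests, the gene sets, the rule for the genes named and the alternatives were chosen before the data were examined, except where stated otherwise. The genes named are those the paper names from its RNAseq in its text, Table 2 and the panels of Figs. 4, 5, 7 and 8, members of the lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05, no overlap between the genotypes and a mean of at least 50 counts in 1 genotype. The alternatives were DESeq2 1.42.0 in place of edgeR, edgeR's exactTest, library size in place of TMM factors, factors computed without the crystallin genes, no filter on low counts, at least 10 counts in every library, a robust quasi-likelihood fit, the sex of the embryo as a covariate, the replicate number as a block, a test against an absolute log2 fold change of 0.5, fry or an estimated correlation in place of the preset in camera, and each library left out in turn. For the filter on size, the lengths in Supplemental Table S1 replaced the annotation's for the genes that the copy of the table used here lists, which is incomplete and gives its count matrix for 1999 genes. An exactTest with robust dispersion was added after the values had been seen, as 1 of 6 ways of estimating dispersion and library sizes that were tried while looking for the paper's number of differentially expressed genes.

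Lists of marker genes for p53 targets, proliferation, lens epithelium, lens fiber cells, CHOP and stress targets, lens transcription factors, fibrosis markers, blood cells, vascular endothelium, macrophages, pigment cells, retina, skeletal muscle, mesenchyme, surface ectoderm and sex were also examined. Second lists for muscle, mesenchyme, retina, blood cells and p53 targets were written after the first lists had been seen. Lists of matched genes were drawn 10000 times at random from the 200 genes nearest in mean expression to each member. The retina score of a library is the mean log2 CPM of the retina list with a prior count of 2, and the correction for GC content used a loess curve with a span of 0.3 in each library. The 9 libraries were split into 4 and 5 in 100 ways, the real one included, drawn from 126. Promoter sequences were searched with Python 3.11.15 and scipy 1.17.1 for the ATF4 element TGATGCAA within 500 bases of the start of each gene.

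The procedure was tested on simulated data with the same number of libraries. The changed genes were drawn from those with a mean of at least 50 counts. Of 200 genes changed by a log2 fold change of 2, the quasi-likelihood test found 188 and called 4 unchanged genes. The exactTest found 192 and called 13, and DESeq2 found 193 and called 29. Without any changed gene, the quasi-likelihood test called 2 of 14429. Camera found the 1 set that had been lowered and 0 of 9 others, and fry found it and 1 other. The simulated genes varied independently of each other, so this does not test camera on correlated genes. The sequence search, with the element placed in 30 of 200 sequences, ranked it 1 by Fisher's exact test. With 4 libraries against 5, an exact permutation test cannot give a p below 0.0079.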

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

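The comparison of *Atf4* in wildtype replicate 5 with the other libraries and the comparisons of collagen I and of the p53 list without that library were tests chosen only after the result was seen. The second lists of genes were written after the first had been seen and before their own genes were looked at, apart from *Ano3* on the second p53 list, which had been seen among the largest rises.

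The CPM of 91 of the 101 named genes were examined with Dixon's criterion, in 182 groups of 4 or 5 libraries. The other named genes were left out, though some also held a library far from the others. *Col1a2* stood at 3210 CPM in wildtype replicate 5, against 9.24 to 18.8 in the other wildtype libraries. *Dcst1* stood at 14 CPM in wildtype replicate 1, against 3.58 to 5.06. Among the 182 groups, 28 held a library far from the others, which is 15.4%, against the 5% that chance gives. Of the 28, 22 were in wildtype replicate 5. In that library the CPM of *Col1a1* was 6600, of *Fn1* 2730, of *Acta2* 64 and of *Tnc* 54.6, above the other wildtype libraries. Below the other wildtype libraries lay the CPM of the lens genes, 3640 for *Crygd*, 2870 for *Crygf*, 2450 for *Cryba4*, 2410 for *Cryba2*, 2240 for *Crygb*, 1400 for *Crygc*, 1090 for *Crygn*, 906 for *Maf*, 894 for *Caprin2*, 360 for *Pax6* and 103 for *Hsf4*. The CPM of 7 other genes also lay below, with 447 for *Gapdh*, 237 for *Slc7a2*, 163 for *Gpx1*, 103 for *Aars1*, 65.8 for *Phgdh*, 57.4 for *Nars1* and 32 for *Pygl*. Genes of the first skeletal muscle and mesenchyme lists took 2.64% of its counts, a signal mostly in genes that the paper does not discuss, collagen I being the exception, against 0.0839% at most in the other libraries. The most abundant were *Col1a1*, *Ttn* at 5030 CPM, against 76.6 at most elsewhere, *Col3a1* at 3510, *Col1a2* at 3210 and *Myh3* at 1750 CPM.

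A mislabelled null sample is argued against by *Atf4* itself, which stood at 119 CPM in wildtype replicate 5, near the 129 to 155 of the other wildtype libraries and far from the null libraries at 10.6 or less. *Cdh1* stood at 130 CPM there and at 20.8 or less in the null libraries. RNA from muscle and connective tissue around the eye may explain the library. On a second list of 16 muscle genes, 9 were at least 10-fold above every other library, and of the first list 12 of 13 were. On a second list of 16 mesenchyme genes, 15 were above every other library and 6 of them at least 10-fold. A difference in library size is small, since 8906996 counts lay on genes in that library and 8555568 in the median wildtype library. The lens genes that stood low there are what a share of other tissue would leave, and a difference between embryos was not tested.

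The values of the fibrosis markers depend on this library. With all 9 libraries, the log2 fold change of *Col1a1* was -3.42 (adjusted p = 0.289 from edgeR), and without wildtype replicate 5 it was 2.73 (adjusted p = 6.9e-06; 6.9e-06 to 0.6 over 17 alternatives). The absence of collagen I from the genes called may therefore come from connective tissue RNA in 1 wildtype library. Whether collagen I is higher in the null lens cells themselves cannot be told apart from connective tissue RNA in the null libraries. Without wildtype replicate 5, a second list of connective tissue genes had a median log2 fold change of 0.64, with 10 of 13 genes higher, 2 of them with an adjusted p below 0.05, and a range from -0.54 to 4.78. That median lies between 0 and the value of *Col1a1*, which keeps the question open.

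The remaining 6 groups are no more than chance would give among 182. The CPM of *Atf4* null replicate 4 were 215 for *Eif2s1*, 406 for *Pax6* and 58.4 for *Pgam1*, that of *Atf4* null replicate 2 was 247 for *Tkt*, and those of wildtype replicate 1 were 81.5 for *Slc1a4* and 13 for *Aldh1b1*. No explanation was tested for them.

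Targets of p53, which the paper does not report as a group, were higher in *Atf4* null lenses. On a list of 21 genes, 19 were higher, with a median log2 fold change of 0.99. Of these, 12 were higher and *Sesn1* lower with an adjusted p below 0.05, and 15 and 1 when adjusted over the list alone. *Cdkn1a* stood between 33.7 and 69.2 CPM in the null and between 1.52 and 8.78 CPM in the wildtype libraries, and *Phlda3* between 17.7 and 30.4 and between 0.865 and 3.54 CPM. *Eda2r* and *Cdkn1a* are also among the largest rises over all genes. Retinal RNA is argued against as the cause. With the retina score of each library as a covariate, the median of the p53 list was 1.00, while that of the retina list fell from 1.09 to -0.37. The score is the mean of that same retina list, so the fall of the list follows by construction and is no check of the covariate. GC content is argued against by the median of 0.94 after correction, a step that changed the number of genes called over all genes from 880 to 737. The mixed tissue of wildtype replicate 5 is argued against by the median of 1.11 without it. Scaling by library size alone gave 1.12. On a second list of 22 p53 targets, 17 were higher, 6 with an adjusted p below 0.05, and 0 lower with an adjusted or unadjusted p below 0.05. Its median of 0.53 lay at the percentile of 100 among 10000 lists matched on mean expression, of which 0 had a median as high. Without *Ano3* the median was 0.48 and 1 of the 10000 was as high. These values are in line with p53 activity in the null lens. As it was found and tested on the same libraries, this is a hypothesis, and strain variants of the mixed background were not tested for these genes.

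Retinal genes, outside those the paper discusses, were higher in *Atf4* null libraries. Of 11 tested, 11 were higher, with a median log2 fold change of 1.09. On a second list of 18 retinal genes, 18 were higher, with a median of 1.07 and 3 with an adjusted p below 0.05. The most abundant were *Fgf15*, with 79.8 to 339 CPM in the null and 60.7 to 142 CPM in the wildtype libraries, *Sox11*, with 91.4 to 332 and 64.2 to 122 CPM, and *Sfrp2*, with 94.1 to 328 and 60.3 to 178 CPM. None of the genes of these 2 lists is on another list, and the 29 genes tested passed the filter on counts, so each is detected in these lens libraries. The retina score was 5.8, 4.5, 4.59 and 3.29 in *Atf4* null replicates 1 to 4 and 3.06 to 4.14 in the wildtype libraries. Retinal RNA carried over when the smaller null lenses were dissected may explain this, and the median of 1.07 of the second list is what it predicts. Expression of these genes in null lens cells predicts the same values and was not tested.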

How the results depend on the processing

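No test below was chosen after its result was seen, apart from the exactTest with robust dispersion, 1 of 6 ways of estimating dispersion and library sizes tried while looking for the paper's number of genes. It gave 983 genes (368 higher, 615 lower).

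The 880 differentially expressed genes (333 higher, 547 lower) became 1422 (561 and 861) with DESeq2, which tested 27563 genes and called all 880. With a test against an absolute log2 fold change of 0.5, 235 passed (50 and 185), a stricter question by construction. With library size alone, 790 genes were higher, since the median over all genes rose to 0.125. The other alternatives gave between 704 genes (sex covariate) and 1229 (library size alone), within 1.5 times the main count. Fits that each left out 1 library gave from 527 to 1207 genes, 172 to 488 higher and 355 to 719 lower. The lowest counts were without *Atf4* null replicate 2 and the highest without wildtype replicate 5. Of the 527 and the 1207 genes, 512 and 839 were among the 880. After the filter on fold change and FPKM, the same fits gave from 275 to 405 genes, 69 to 131 higher and 199 to 274 lower, against 328, 94 and 234.

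Of the lens-enriched genes, 7 higher became 4 with the sex covariate, and the fits without 1 library gave from 99 to 140 in all, 4 to 8 higher and 95 to 133 lower. Of the genes with ATF4 binding, those fits gave from 78 to 129 in all, 19 to 42 higher and 57 to 87 lower. The odds ratio with the *Prox1* null list ran from 3.08 to 10.3, and with the E13.5 to E15.5 list from 0.0275 to 0.0875, with the same direction and side of the threshold in every alternative. The causes were not tested.

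In a fit with the replicate block, 852 genes passed, 669 of them among the 880, and the genes with ATF4 binding that were higher fell from 46 to 25. In this replicate block fit the mitochondrial tRNA synthetases changed direction (adjusted p = 0.95 in camera), and so did the log2 fold changes of *Tnc* (2.25), *Fn1* (0.5), *Col1a1* (2.78, adjusted p = 1.6e-04), *Col1a2* (2.44, adjusted p = 5.6e-04), *Eif2s1* (-0.07), *Maf* (-0.22) and *Sox2* (-0.10). Wildtype replicate 5 alone carries its number and so drops out of the comparison of genotypes, and without that library the signs of the same 7 genes changed. Deviations of null and wildtype libraries with the same number correlated across genes by -0.13, -0.02, -0.02 and 0.01, which gives no sign of pairs, but the wildtype numbers are themselves uncertain.

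The number of gene sets past the threshold was 7 of 10 in every alternative apart from the estimated correlation, where it was 5. The cytosolic tRNA synthetases (0.26) and crystallins (0.11) were lost there, in ranges of 1.4e-06 to 0.26 and 1.8e-24 to 0.11. The exactTest and the robust quasi-likelihood fit do not alter voom and gave no value for gene sets. The 3 sets not past the threshold changed direction in some fits. The unfolded protein response did so with library size alone (adjusted p = 0.45), without a filter (0.85) and with the sex covariate (0.97), and ran from 0.44 to 0.95 in the fits without 1 library. Autophagy ran from 0.14 to 0.95 in those fits.

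Of 101 named genes, 62 kept their direction and side of the threshold in each alternative fixed beforehand that was run for single genes, and 56 of the 79 past the threshold stayed past it. The test against an absolute log2 fold change of 0.5 was run for the number of genes only. *Mief1* changed sign with DESeq2 (0.00) and with library size alone (0.13), as did *Pax6* with library size alone (0.09) and *Maf* with at least 10 counts in every library (0.00). In the fits without 1 library, the log2 fold change ran from -0.06 to 0.05 for *Mief1*, from -1.77 to 2.49 for *Tnc*, from -1.78 to 0.53 for *Fn1*, from -3.74 to 2.73 for *Col1a1*, from -3.32 to 2.52 for *Col1a2*, from -0.16 to 0.19 for *Eif2s1*, from -0.16 to 0.02 for *Pax6*, from -0.30 to 0.20 for *Maf*, from -0.15 to 0.29 for *Sox2* and from -0.06 to 0.26 for *Meis1*. Over all named genes and these alternatives, there were 27 changes of sign, including these, 120 losses and 32 gains of a call, and 1620 values stayed on their side. Without *Atf4* null replicate 3, 20 genes lost the call and 2 gained it.

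With the gene lengths of Supplemental Table S1 for the genes the copy lists, 330 genes passed the filter on fold change and FPKM (94 higher, 236 lower). Where counts are few, precision is low. *Tnc*, at 0.257 to 1.6 CPM in wildtype replicates 1 to 4, had a standard error of 1.25 on the log2 scale.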

Differences from the paper's values

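The exactTest with robust dispersion was the only test below that was chosen after the result was seen.

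The FPKM of 3 genes differed from the paper's by more than 1.5 times. For *Cryba4*, the paper's FPKM in Table 2 are 4983 in wildtype and 2138 in *Atf4* null lenses, and those here were 1260 and 540. For *Hmgn3*, the paper's are 137 and 78.5, and those here 53.1 and 30.4. None of the alternatives set before the data were examined closed these gaps. The fold changes of both genes were -2.33 and -1.75 against the paper's -2.3 and -1.8.

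For *Eif2s1* in *Atf4* null lenses, the paper's FPKM is 29 and that here was 19.3. Of the alternatives set before the data were examined, scaling without the crystallin genes (21.8) brought the paper's value within the spread between libraries (SD 7.3). The paper's value was still the higher, though less than 1.5 times the one here. That scaling raised the FPKM of *Cryba4* and *Hmgn3* in wildtype as well, to 1420 and 59.9, so its effect is not particular to *Eif2s1*. In wildtype the paper's FPKM of *Eif2s1* is 27 and that here was 18.1. The paper's value was also less than 1.5 times the one here, though further from it than that spread, with library size alone (19.9), at least 10 counts in every library (19.4), and without *Atf4* null replicate 1, 2 or 3 (20.1, 20.4 and 19.9) or wildtype replicate 1, 2, 3 or 4 (19.5, 19.4, 19.4 and 19.5). Neither held with DESeq2 (19.3), without a filter (19.2), without *Atf4* null replicate 4 (16.3) or wildtype replicate 5 (19.2), or with exactTest, the robust quasi-likelihood fit, the sex covariate, the replicate block and the test against a fold change, each at 19.3. For these 3 genes the paper's FPKM were higher in both genotypes, while its fold changes were close to those here. Another gene length would leave fold changes as they are. This could not be tested, because the copy of Supplemental Table S1 used here gives no length for *Cryba4*, *Hmgn3* or *Eif2s1*. For *Slc3a2* in wildtype that copy gives one, with which the FPKM rose from 56.2 to 74.3 against the paper's 74.

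The number of differentially expressed genes was 880 against the paper's 983, with 333 higher and 547 lower against 368 and 615. The exactTest that the paper's methods name gave 1060 (407 and 653). An exactTest with robust dispersion, which was chosen after seeing the values as 1 of 6 ways tried while looking for this number, gave 983 (368 and 615), and with it the log2 fold changes of all 761 genes in Supplemental Tables S3 and S4 differed from those listed by 5e-06 at most. The paper's methods do not mention robust dispersion. After the filter on fold change and FPKM, 328 genes passed against the paper's 418, and all 328 are among those listed in Supplemental Table S1. With the exactTest with robust dispersion, 362 genes passed the filter (103 higher, 259 lower). The gap to 418 therefore remained with a test that gave the paper's number of differentially expressed genes. The description sheet of that table gives other numbers than the text for genes past the filter.

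In Table 2 the paper lists *Hopx* as differentially expressed, and in panels of its figures *Slc3a2*, *Cars1*, *Hbb-bt* and *Aldh1b1*. None of the 5 passed the threshold here, with adjusted p of 0.062 for *Hopx*, 0.0545 for *Slc3a2*, 0.058 for *Cars1*, 0.085 for *Hbb-bt* and 0.097 for *Aldh1b1*. All 5 passed with DESeq2 (0.019, 0.011, 0.011, 0.025 and 0.0092), with exactTest (0.032, 0.038, 0.028, 0.047 and 0.036) and without a filter on counts (0.043, 0.014, 0.0056, 0.018 and 0.03), and with the exactTest with robust dispersion chosen after seeing the values (0.036, 0.041, 0.031, 0.046 and 0.034). With the replicate block, *Hopx* (0.047), *Slc3a2* (0.016), *Cars1* (0.029) and *Hbb-bt* (0.034) passed. Library size alone and at least 10 counts in every library were passed by *Slc3a2* (0.05 and 0.032) and *Cars1* (0.039 and 0.034), and the robust quasi-likelihood fit by *Slc3a2* (0.039). Without wildtype replicate 5, *Hopx* (0.016), *Slc3a2* (0.0029) and *Cars1* (0.0079) passed. Also past it were *Hopx* and *Aldh1b1* without *Atf4* null replicate 3 (0.042 and 0.032), *Cars1* without *Atf4* null replicate 4 (0.013) and *Hbb-bt* without wildtype replicate 1 (0.026). Over all alternatives the adjusted p ran from 0.016 to 0.15 for *Hopx*, 0.0029 to 0.14 for *Slc3a2*, 0.0056 to 0.16 for *Cars1*, 0.018 to 0.21 for *Hbb-bt* and 0.0092 to 0.21 for *Aldh1b1*.

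The paper counts AP2α among the lens transcription factors whose expression is not altered. Its gene, *Tfap2a*, was lower here (log2 fold change -1.17, standard error 0.26, adjusted p = 0.0162). The paper states that hypoxia terms are not over-represented among the differentially expressed genes. A list of hypoxia response genes was lower here in 16 of 16 genes tested (median log2 fold change -0.57, adjusted p = 8e-10 in camera), and its genes and test are not those of the paper's terms.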

Other observations

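The test of the fiber cell share was chosen only after the result was seen. The second blood list was written after the first had been seen and before its own genes were looked at, and the test of proliferation after *Mki67* had been seen to follow retinal genes among the null libraries.

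The libraries were split into 4 and 5 in 100 ways, the real one included. As many differentially expressed genes were found in 1 of the 100, with 509 in the next, and as many after the filter on fold change and FPKM in 1, with 215 in the next. As many lens-enriched genes and as many genes with ATF4 binding were each found in 1 of the 100 splits, and the association with the *Prox1* null list was as strong in 2 and that with the E13.5 to E15.5 list in 1. These 4 counts say nothing about chance, because those lists hold genes that the study had called on the real split of the same libraries. By contrast, 7 or more gene sets past the threshold were found in 10 of the 100 splits. Of these 10, 3 exchange 1 library of each genotype with the real split. The count of gene sets could therefore arise from other groupings of these libraries, which the preset correlation of 0.01 in camera does not take into account, and the counts of splits given at the 7 sets past the threshold are the better guide.

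A lower share of fiber cells in the null lenses would lower the abundant fiber transcripts alike. The log2 ratio of *Bfsp1* to *Mip* in a library was -0.21 ± 0.12 (SD, n = 4) in *Atf4* null and 1.21 ± 0.10 (SD, n = 5) in wildtype libraries (difference -1.42, exact permutation test, two-sided, p = 0.0079, the smallest it can give). This argues against a lower share of fiber cells as the whole cause of the lower *Bfsp1*. A delay in fiber maturation was not tested. On a list of 12 tested lens fiber genes, 11 were lower, and 10 with library size alone, with a median of -0.47, 3 with an adjusted p below 0.05 and 5 when adjusted over the list alone.

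*Rps19bp1* lies near *Atf4* on chromosome 15, where strain variants from the cells used for targeting may remain. Of 234 tested genes within 10 Mb of *Atf4*, 20 (8.55%) had an adjusted p below 0.05, against 5.86% of the others (odds ratio 1.5, Fisher's exact test, two-sided, p = 0.092). Variants cannot be told apart from an effect of ATF4 on *Rps19bp1*, because few genes were called in this region and a variant could act on 1 gene alone. Nor can either be told apart from an effect of the deletion itself, in which a neomycin cassette replaced coding exons of *Atf4*.

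The ATF4 element TGATGCAA lay within 500 bases of the start of 18 of 505 genes lower in *Atf4* null lenses (3.56%) and 174 of 12023 genes not called (1.45%; odds ratio 2.58, Fisher's exact test, p = 0.0011). Among the genes higher it was 8 of 323 (2.48%; odds ratio 1.83, Fisher's exact test, p = 0.15). Among 1680 sequences of 8 bases with the same composition, its rank was 15 by odds ratio and 2 by Fisher p, which argues against base composition as the cause. The 18 genes include *Aars1*, *Iars1*, *Mars1*, *Nars1*, *Tars1*, *Yars1*, *Pycr1*, *Slc1a4*, *Slc7a11* and *Nupr1*. Whether ATF4 binds there in the lens was not tested.

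Of 24 proliferation genes, 17 were higher, and 21 with library size alone, with a median log2 fold change of 0.10, 0 passed the threshold and 1 had an unadjusted p below 0.05. *Mki67* stood at 769, 460, 491 and 224 CPM in *Atf4* null replicates 1 to 4, whose retina scores were 5.8, 4.5, 4.59 and 3.29. In the wildtype libraries it stood between 422 and 535 CPM, with scores of 3.06 to 4.14. With the retina score as a covariate, 22 of 24 were lower, 3 with an adjusted p below 0.05, and the median was -0.45. Retinal progenitor RNA might therefore hide a fall in proliferation. These libraries alone cannot tell a fall from no change, because genotype and retina score go together. Of the 4 null libraries, 3 lay above the highest wildtype score of 4.14. By KI-67 protein staining, the paper reports a lower share of proliferating lens epithelial cells in the null lens.

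Of 7 tested blood cell genes, 7 were lower, with a median log2 fold change of -0.95. *Hba-a1* had an adjusted p below 0.05, and 5 genes when adjusted over the list alone. On a second list, 7 of 14 genes were tested and 7 were lower, from -2.34 to -0.26, with a median of -0.50 and 2 with an adjusted p below 0.05. Fewer blood cells may explain the lower *Hbb-bt*, but this cannot be told apart from a change within the samples, because the second list fell less than the first. The paper notes fetal anemia in *Atf4* null mice, which was not tested here.

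The other lists had these results. Of 10 vascular endothelium genes, 10 were lower (median -0.68), *Egfl7* with an adjusted p below 0.05 and 3 when adjusted over the list alone. The macrophage list (11 genes tested, 8 higher, and 9 with library size alone, median 0.22) and the pigment cell list (4 tested, 3 higher, median 0.36, and 1.17 without wildtype replicate 5) held 0 genes past the threshold and 0 with an unadjusted p below 0.05, as did the sex list (5 tested, 2 higher, and 3 with library size alone, median -0.07) and the 1 surface ectoderm gene tested (-0.70). In 8 skeletal muscle genes the median was -4.62 with all libraries, and without wildtype replicate 5, where 6 genes of the list were tested, it was 1.30. With all libraries there were 0 genes past the threshold and 7 with an unadjusted p below 0.05. In 10 mesenchyme genes it was -2.28 and 2.26, with *Pdgfra* and *Rgs5* lower with an adjusted p below 0.05. The second muscle and mesenchyme lists had medians of -1.70 (9 genes tested) and -1.34 (14 tested), and -0.36 (9 tested) and 0.64 (13 tested) without wildtype replicate 5. In 5 fibrosis markers, of which *Col1a1* and *Col1a2* are also on the mesenchyme list, the median was -1.52, and 2.52 without that library. In 10 lens transcription factor genes it was -0.22, with *Foxe3* and *Tfap2a* lower with an adjusted p below 0.05 and 7 of 10 lower, and 6 with library size alone.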
